# New xylose transporters support the simultaneous consumption of glucose and xylose in *Escherichia coli*

**DOI:** 10.1002/mlf2.12021

**Published:** 2022-06-10

**Authors:** Xinna Zhu, Feiyu Fan, Huanna Qiu, Mengyao Shao, Di Li, Yong Yu, Changhao Bi, Xueli Zhang

**Keywords:** ABC transporter, glucose, PTS, xylose, xylose transporter

## Abstract

Glucose and xylose are two major components of lignocellulose. Simultaneous consumption of glucose and xylose is critical for engineered microorganisms to produce fuels and chemicals from lignocellulosic biomass. Although many production limitations have been resolved, glucose‐induced inhibition of xylose transport remains a challenge. In this study, a cell growth‐based screening strategy was designed to identify xylose transporters uninhibited by glucose. The glucose pathway was genetically blocked in *Escherichia coli* so that glucose functions only as an inhibitor and cells need xylose as the carbon source for survival. Through adaptive evolution, omics analysis and reverse metabolic engineering, a new phosphoenolpyruvate: carbohydrate phosphotransferase system (PTS) galactitol transporter (GalABC, encoded by *EcolC_1640*, *EcolC_1641*, and *EcolC_1642* genes) that is not inhibited by glucose was identified. Inactivation of adenylate cyclase led to increased expression of the *EcolC_1642* gene, and a point mutation in gene *EcolC_1642* (N13S) further enhanced xylose transport. During the second round of gene mining, AraE and a new ABC transporter (AraFGH) of xylose were identified. A point mutation in the transcription regulator *araC* (L156I) caused increased expression of *araE* and *araFGH* genes without arabinose induction, and a point mutation in *araE* (D223Y) further enhanced xylose transport. These newly identified xylose transporters can support the simultaneous consumption of glucose and xylose and have potential use in producing chemicals from lignocellulose.

## INTRODUCTION

Lignocellulose is the most abundant source of biomass in the world^1^. It accounts for approximately 50% of biomass in the world, and it has been estimated that 10–50 billion tons of biomass is produced annually^2^. The main sugars in lignocellulose are glucose and xylose, which make up 30%–50% and 5%–20%, respectively, of the sugars present^3^. Thus, efficient coconsumption of glucose and xylose is significant to produce fuels and chemicals from lignocellulosic biomass.

*Escherichia coli* has been widely engineered to convert sugars to fuels and chemicals. However, xylose can be consumed by *E. coli* only after the depletion of glucose for two reasons. First, expression of genes in the xylose utilization pathway is repressed by glucose because of carbon catabolite repression (CCR), leading to a low xylose utilization rate when both glucose and xylose are the carbon sources^4^, ^5^. In *E. coli*, CCR is related to the phosphorylation status of EIIA^Glc^, which is the IIA subunit of the phosphoenolpyruvate (PEP): carbohydrate phosphotransferase system (PTS), as well as to cAMP levels. When glucose is present, the phosphate in EIIA^Glc^ is preferentially transferred to glucose during transport, generating glucose‐6‐phosphate, and dephosphorylated EIIA^Glc^ cannot activate adenylate cyclase to promote cAMP synthesis, resulting in low cAMP levels. Without cAMP, cAMP receptor protein (CRP) cannot activate the transcription of xylose catabolic operons, including *xylAB*, *xylFGH*, and *xylE* genes. This transcriptional repression problem can be solved by either inactivating the PTS system to eliminate CCR^6^, ^7^, ^8^, ^9^ or modulating the expression of key genes with artificial promoters^10^.

Xylose transport is severely inhibited in the presence of glucose. Two different xylose‐specific transport systems in *E. coli* have been characterized. One is XylE, which belongs to the major facilitator superfamily (MFS) of transporters and has a relative low‐affinity to D‐xylose with a *K*_m_ between 63 and 169 μM^11^. The other is XylFGH, which belongs to ABC family of transporters and has a high‐affinity to D‐xylose with a *K*_m_ between 0.2 and 4 μM^11^, ^12^. The expression of both *xylE* and *xylFGH* genes is repressed by the low cAMP level caused by the presence of glucose. Crp* (I112L, T127I, and A144T) mutant encoding a cAMP‐independent CRP variant and XylR* (R121C and P363S) mutant were found to improve the expression of *xylE* and *xylFGH* genes in the presence of glucose^13^, ^14^. More importantly, glucose can combine directly with XylE, blocking the binding site of xylose, and preventing xylose transport when glucose is present^15^. Although XylFGH activity is not inhibited by glucose, this transporter wastes energy during the xylose transport^12^, ^16^. Thus, simultaneous consumption of glucose and xylose in *E. coli* is difficult to achieve; therefore, it is important to discover xylose transporters that are not inhibited by glucose.

In this study, a coupled cell growth strategy was developed to identify potential xylose transporters uninhibited by glucose in *E. coli*. New xylose transporters, EcolC_1642* (N13S) belonging to the facilitated diffusion PTS family, AraE* (D233Y) belonging to the MFS, and AraFGH belonging to the ABC transporter family, were identified. All three of these xylose transporters support simultaneous consumption of glucose and xylose, which may be useful for constructing microbial cell factories to convert lignocellulosic sugars into value‐added chemicals.

## RESULTS

### Design and construction of a platform strain for screening xylose transporters not inhibited by glucose

In our previous work, all the genes in the xylose consumption pathway (*xylAB*, *tktA*, and *talB*) were simultaneously modulated with artificial promoter libraries to solve the aforementioned transcriptional repression problem^10^. Strain HQ304 (Table S1) was obtained from the promoter libraries and had significantly enhanced the activities of xylose isomerase (XylA), xylulokinase (XylB), transketolase (TktA), and transaldolase (TalB). The xylose utilization rate by strain HQ304 reached 0.8 g/gDCW·h (3‐fold higher than the ancestor strain) when xylose was the single carbon source^10^. When glucose and xylose were used as double carbon sources, the xylose consumption rate was 2‐fold higher than that of the ancestor strain, reaching 0.35 g/gDCW·h, but the xylose consumption rate was much lower than the glucose consumption rate of 0.69 g/gDCW·h (Figure S1 and Table S2). These results indicated that xylose consumption did not reach the level of glucose consumption due to a large lag in xylose consumption when both glucose and xylose were the carbon sources, although the transcriptional problem had been solved. The reason for this lag was presumed to be xylose transporter limitation or inhibition by glucose. Therefore, xylose transporters not inhibited by glucose need to be identified to promote the simultaneous consumption of glucose and xylose.

In this study, a cell growth‐based strategy for screening potential xylose transporters was designed (Figure 1). First, the glucose pathway was blocked, leading to disrupted glucose metabolism, suppressing growth on glucose but where glucose functioned only as an “inhibitor.” To block glucose catabolism, two key genes in the branch point of the pathway were inactivated. One is the *pgi* gene (encoding glucose‐6‐phosphate isomerase), and the other is the *zwf* gene (encoding glucose‐6‐phosphate dehydrogenase), which can convert glucose‐6‐phosphate into the Embden–Meyerhof–Parnas (EMP) pathway and pentose phosphate pathway (PPP), respectively (Figure 1A). Second, adaptative evolution was conducted to obtain cells that use a new xylose transporter to transport xylose for cell survival in glucose‐xylose mixtures in which glucose acts only as an inhibitor. Third, some omics technologies and analyses were used to identify previously undiscovered xylose transporters, and more xylose transporters were obtained through adaptive evolution after a newly evolved transporter was deleted (Figure 1B,C).

**Figure 1:**
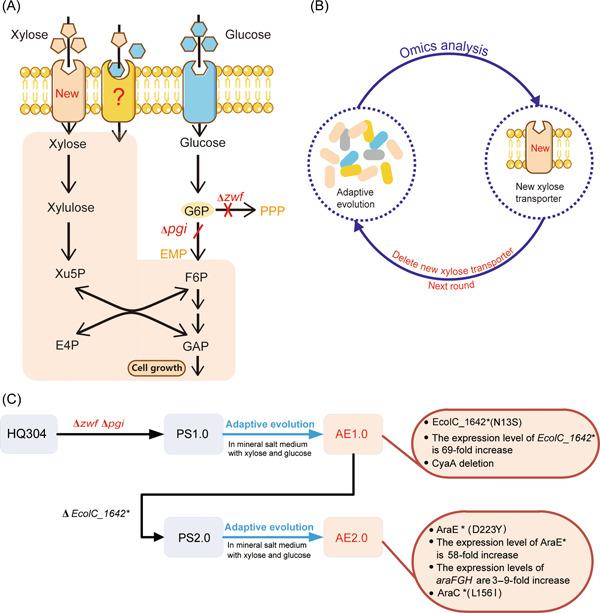
Design strategy to obtain *Escherichia coli* xylose transporters not inhibited by glucose. (A) The transport and metabolism of xylose and glucose. The pillars with different shapes on the top represent transporters, for example, blue represents glucose transporters; yellow and peachpuff represent xylose transporters. Blue hexagons and peachpuff pentagons represent glucose and xylose molecules, respectively. The red letters (*zwf* and *pgi*) and crosses represent deleted genes, which led to a disrupted glucose consumption pathway. Although glucose can be transported by glucose transporters (blue pillar), it can also bind directly with xylose transporters (yellow pillar) and block xylose transport. When the glucose pathway is interrupted, glucose cannot be metabolized, although it can be transported into a cell. In this case, cells do not grow efficiently because xylose transport is inhibited by glucose and cannot be transported into cells. E4P, erythrose 4‐phosphate; EMP, Embden–Meyerhof–Parnas; G6P, glucose‐6‐phosphate; F6P, fructose‐6‐phosphate; GAP, glyceraldehyde‐3‐phosphate; Xu5P, xylulose‐5‐phosphate; *zwf*, NADP^+^‐dependent glucose‐6‐phosphate dehydrogenase gene; and *pgi*, glucose‐6‐phosphate isomerase gene. Through adaptive evolution (B), a new xylose transporter that is uninhibited by glucose evolves to transport xylose, and it enables cell survival. More xylose transporters can be obtained by adaptive evolution after the newly evolved transporter is deleted. (C) The flowchart for screening the mutated *E. coli* strains with xylose transport. The lines with arrows represent the main steps. Two key enzymes (Zwf and Pgi) involved in glucose metabolic pathways were inactivated in HQ304 as starting strain. Adaptive evolution in minimal salt medium was used to obtain mutated strains with the ability to transport xylose. The ovals in the dark red show the main information about gene mutation loci and gene expression in metabolically evolved strains.

Strain PS1.0 was obtained after knocking out the *pgi* and *zwf* genes in *E. coli* strain HQ304. Notably, in strain HQ304, the native xylose transporter XylFGH is inactivated to conserve energy during fermentation since ATP is consumed when XylFGH transports xylose^10^. When grown in a mineral salt medium with glucose and xylose, strain PS1.0 did not consume glucose as expected, and only 3 g/l xylose was consumed after 72 h (Figure 2A). The xylose consumption rate was 0.1 g/gDCW·h, and the growth rate was 0.05 h^−1^ (Table S2). Adaptive evolution was then used to improve cell growth and xylose consumption.

**Figure 2:**
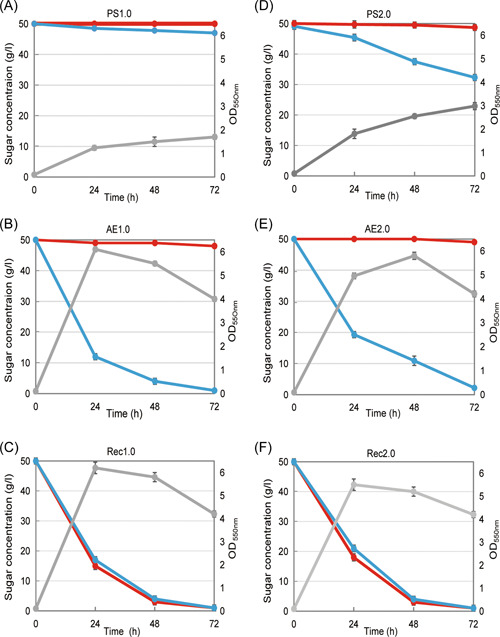
Coconsumption of glucose and xylose by different strains grown on AM1 medium. (A) Strain PS1.0, (B) Strain AE1.0, (C) Strain Rec1.0, (D) Strain PS2.0, (E) Strain AE2.0, (F) Strain Rec2.0. Assessments were performed with glucose‐xylose mixtures (50 g/l of each sugar for 72 h). Glucose and xylose concentrations and cell optical density (OD_550nm_) were determined and represented by red, blue, and gray lines, respectively. Error bars represent SD, *n* = 3.

### Identification of primary genetic changes that accelerate xylose transport through the first round of adaptive evolution

Initially, mineral salt medium containing 30 g/l xylose and 90 g/l glucose was used for the adaptive evolution of strain PS1.0 (Figure S2A). After adaptive evolution through 34 transfers (54 days), the xylose consumption rate increased from 0.1 to 0.34 g/gDCW·h, and the growth rate increased from 0.05 to 0.23 h^−1^. Then, 50 g/l xylose and 80 g/l glucose was used for further evolution through 43 transfers (42 days) and led to the adaptively evolved strain AE1.0 (Figure 2B). Strain AE1.0 had a xylose consumption rate of 0.8 g/gDCW·h and a growth rate of 0.25 h^−1^, which increased 8‐ and 5‐fold, respectively, compared to the precursor strain, PS1.0 (Table S2).

To understand the genetic mechanisms critical for the increased xylose consumption rate, the adaptively evolved strain AE1.0, and precursor strain PS1.0 were analyzed by genome sequencing. Compared to strain PS1.0, strain AE1.0 had point mutations in the coding regions of *EcolC_1642* (encoding PTS galactitol transporter subunit IIC) and *ycdY* genes, and one 2439‐bp deletion was found in three successive genes: *yifL*, *cyaY*, and *cyaA* (Table 1). The *EcolC_1642* gene, which encodes the IIC component of the galactitol PTS system, had one point mutation in the coding region, leading to one changed amino acid, N13S (the mutated gene is designated EcolC_1642*), and the *cyaA* gene that encodes adenylate cyclase had a 1380‐bp deletion in the coding region, leading to a 460‐amino acid deletion at the C‐terminus of CyaA. *EcolC_1642* and *cyaA* genes are thought to be directly related to xylose transport.

**Table 1:** Identified mutations in the adaptively evolved strain AE1.0 and AE2.0.

Gene	Name	Protein	Altered amino acid (mutation nucleotide) site
*Mutations in strain AE1.0*		
*EcolC_1642*	‐	IIC component of the galactitol‐specific PTS system	N13S (A38G)
*EcolC_2564*	*ycdY*	Cytoplasmic chaperone TorD family protein	R161S (G481T)
*EcolC_4199*	*yifL*	Hypothetical protein, putative lipoprotein	Full deletion
*EcolC_4200*	*cyaY*	Frataxin‐like protein	Full deletion
*EcolC_4201*	*cyaA*	Adenylate cyclase	1380‐bp deletion from ATG (full length of 2574 bp)
*Mutations in strain AE2.0*			
*EcolC_0872*	*kduI*	Hexanoate isomerase	G93C (G277T)
*EcolC_0874*	*araE*	Arabinose‐proton symporter	D223Y (G667T)
*EcolC_0878*	*galR*	Transcriptional regulator	Δ72 bp/coding (23‐94/1032 nt)
*EcolC_3593*	*araC*	Transcriptional regulator, AraC family	L156I (C466A)

PTS, phosphotransferase system.

### Characterization of the physiological effects of mutations in EcolC_1642 and CyaA

To demonstrate the effects of mutations in *EcolC_1642* and *cyaA* on xylose consumption, reverse metabolic engineering was performed with precursor strain PS1.0. Replacement of the wild‐type gene *EcolC_1642* with the mutated form (N13S) in the PS1.0 chromosome increased the xylose consumption rate from 0.1 to 0.31 g/gDCW·h and the growth rate from 0.02 to 0.09 h^−1^ (Table 2). Deleting the *cyaA* gene in PS1.0 also increased the xylose consumption rate from 0.1 to 0.54 g/gDCW·h and the growth rate from 0.02 to 0.17 h^−1^ (Table 2). When introducing *EcolC_1642* and *cyaA* mutants into PS1.0 simultaneously, the xylose consumption rate and the cell growth rate increased to 0.77 g/gDCW·h and 0.24 h^−1^, which were comparable with those of the adaptively evolved strain AE1.0 with 0.8 g/gDCW·h and 0.25 h^−1^, respectively (Table 2). When the mutated *EcolC_1642* or *cyaA* was replaced by the respective wild‐type gene in AE1.0 individually or in combination, the xylose consumption rate significantly decreased to 0.49, 0.16, and 0.11 g/gDCW·h, and the cell growth rates were 0.08, 0.06 and 0.02 h^−1^ (Table 2), respectively. These results demonstrated that the enhanced xylose consumption capacity acquired during evolution was caused by the combination of the *EcolC_1642* mutation and *cyaA* deletion.

**Table 2:** Reverse metabolic engineering to demonstrate the effects of mutations on xylose utilization.

Strains^a^	Xylose utilization rate (g/gDCW·h)	Specific growth rate (h^−1^)	Cell mass (g/l)
PS1.0	0.10 ± 0.02	0.02 ± 0.00	0.14 ± 0.00
PS1.0, introducing EcolC_1642* (N13S)	0.31 ± 0.04	0.09 ± 0.01	0.73 ± 0.01
PS1.0, Δ*cyaA*	0.54 ± 0.02	0.17 ± 0.02	1.38 ± 0.01
PS1.0, introducing EcolC_1642* (N13S), Δ*cyaA*	0.77 ± 0.02	0.24 ± 0.01	1.88 ± 0.01
AE1.0	0.80 ± 0.01	0.25 ± 0.01	1.98 ± 0.01
AE1.0, recovering EcolC_1642* to wild‐type	0.49 ± 0.02	0.08 ± 0.01	0.61 ± 0.01
AE1.0, recovering *cyaA* mutation to wild‐type	0.16 ± 0.02	0.06 ± 0.00	0.45 ± 0.00
AE1.0, recovering EcolC_1642* and *cyaA* mutation to wild‐type	0.11 ± 0.01	0.02 ± 0.01	0.19 ± 0.02
PS2.0	0.16 ± 0.01	0.023 ± 0.01	0.18 ± 0.01
PS2.0, introducing araE*(D223Y)	0.40 ± 0.02	0.13 ± 0.01	1.05 ± 0.06
PS2.0, introducing araC*(L156I)	0.51 ± 0.01	0.18 ± 0.01	1.42 ± 0.02
PS2.0, introducing araE*and araC*	0.75 ± 0.02	0.21 ± 0.001	1.68 ± 0.01
AE2.0	0.82 ± 0.02	0.21 ± 0.01	1.63 ± 0.01
AE2.0, ∆araE*	0.33 ± 0.01	0.09 ± 0.00	0.74 ± 0.02
AE2.0, ∆araC*	0.38 ± 0.02	0.09 ± 0.00	0.73 ± 0.04
AE2.0, ∆araE*∆araC*	0.15 ± 0.01	0.03 ± 0.01	0.23 ± 0.11
AE2.0, ∆*araFGH*	0.56 ± 0.01	0.12 ± 0.01	0.96 ± 0.11
Rec2.0, introducing EcolC_1642*	0.84 ± 0.02	0.26 ± 0.01	2.06 ± 0.02

^a^ Fermentation was performed in AM1 with 5% glucose and 5% xlyose. Three repeats were performed and the error bars represent standard derivation.

### The effect of the *cyaA* mutant on transcription

The *cyaA* gene encodes adenylate cyclase, which catalyzes the synthesis of cyclic AMP (cAMP). cAMP is an important signaling molecule, and its concentration levels affect the expression of many genes related to sugar metabolism, especially when cAMP binds to CRP (cAMP‐receptor protein) to form the cAMP‐CRP transcriptional regulator^17^. In this study, *cyaA* deletion led to an increase in the xylose consumption rate, and it was proposed that cAMP is involved in regulating the expression of certain genes related to xylose transport. To confirm this hypothesis, reverse metabolic engineering was performed by deleting the *cyaA* gene in precursor strain PS1.0, generating strain REV1.0. REV1.0 and AE1.0 were analyzed through transcriptome sequencing. 

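RNA of strains PS1.0, REV1.0 and AE1.0 was sequenced from cells grown in AM1 medium with 50 g/l glucose and 50 g/l xylose at 37°C, with 1 library per strain. The libraries held 6482713 (PS1.0), 4877403 (REV1.0) and 6564078 (AE1.0) reads counted on 4200 genes, and the median gene had 301, 186.5 and 220 reads, respectively. The authors deposited the read count and the FPKM of each gene, and a fold is given here as the ratio of the deposited FPKM of 2 libraries. No strain had a replicate library, so the differences have no replicate check and no p-value was computed. The 95% interval beside a fold is an exact Clopper-Pearson interval on the reads of the 2 libraries. It covers counting error only and compares libraries, not conditions. At these depths 3 reads corresponded to an FPKM of 0.463 (PS1.0), 0.615 (REV1.0) and 0.457 (AE1.0) for a coding sequence of 1 kb. The deleted genes were examined first. Reads on cyaA (EcolC_4201) numbered 7512 in PS1.0 and 169 in REV1.0, and the FPKM was 455 and 13.6, which is 33.4-fold lower in REV1.0 (95% interval 28.7 to 39.2). In AE1.0, which lacks only a portion of the gene, cyaA had 6233 reads and an FPKM of 373. The neighbouring genes yifL (EcolC_4199) and cyaY (EcolC_4200), which Table 1 lists as fully deleted in AE1.0, had 253 and 202 reads in PS1.0, 100 and 123 reads in REV1.0, and 1 and 0 reads in AE1.0. They were at least 85.4-fold and at least 68.2-fold lower in AE1.0 than in PS1.0. The gene pgi (EcolC_4005), which was knocked out in PS1.0, still had 738, 600 and 2492 reads in PS1.0, REV1.0 and AE1.0, and zwf was not analysed here.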

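Genes were counted as upregulated or downregulated where the ratio of the FPKM to that in PS1.0 was at least 2-fold, among genes above 0 FPKM in both libraries. Of the 4108 genes compared between REV1.0 and PS1.0, 230 were upregulated and 741 were downregulated. Of the 4110 genes compared between AE1.0 and PS1.0, 291 were upregulated and 1218 were downregulated. Upregulated genes made up 23.7% and 19.3% of the changed genes, respectively. Of the settings run, a stricter limit of at least 2 on the log2 scale changed the number of upregulated genes in AE1.0 by the largest factor, to 73, and it gave 375 downregulated genes. With the counts scaled by the TMM method of edgeR in place of the library total, 526 genes were upregulated and 695 were downregulated in AE1.0, because the median log2 ratio of all genes shifted by 0.45.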

Compared to precursor strain PS1.0, the number of upregulated genes in the REV1.0 and AE1.0 strains was 175 and 245, respectively, and the number of downregulated genes was 329 and 381, respectively. These two strains shared 103 upregulated genes and 193 downregulated genes (Figure S3). 

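Among the 4066 genes above 0 FPKM in all 3 libraries, 120 were upregulated and 475 were downregulated at least 2-fold in both REV1.0 and AE1.0. When genes with fewer than 10 reads in any of the 3 libraries were left out, 116 upregulated and 326 downregulated genes were shared. The shared genes were 52.2% of the upregulated genes of REV1.0 and 41.2% of those of AE1.0, and 64.1% and 39.0% of the downregulated genes, respectively. In contrast, 15 genes changed at least 2-fold in opposite directions in the 2 strains. Among the shared downregulated genes with at least 100 reads in a library, EcolC_3074 had the largest fall by the smaller of its 2 changes, from 3608 reads in PS1.0 to 8 reads in each of REV1.0 and AE1.0, which is 339-fold and 457-fold lower. The deposited tables do not pair its identifier with a gene name.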

Of the 103 upregulated genes in both strains, the expression level of *EcolC_1642* gene was significantly increased, by 76‐fold in the REV1.0 strain and by 59‐fold in the AE1.0 strain (Table 3). 

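EcolC_1642 had 267 reads in PS1.0, 15258 in REV1.0 and 16146 in AE1.0. Its FPKM was 76.0-fold higher in REV1.0 than in PS1.0 (95% interval 67.3 to 86.0) and 59.7-fold higher in AE1.0 (52.9 to 67.7). Both intervals rest mainly on the same 267 reads of PS1.0, so they do not compare REV1.0 with AE1.0. Of the alternatives tried for this gene, the size factors of DESeq2 gave the highest values, 88.3-fold in REV1.0 and 83.2-fold in AE1.0.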

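The genes EcolC_1640, EcolC_1641 and EcolC_1643 lie beside EcolC_1642 and had 115, 39 and 90 reads in PS1.0. In REV1.0 they had 4793, 1093 and 4635 reads, which corresponded to an FPKM 55.4-fold (95% interval 46.0 to 67.2), 37.2-fold (27.1 to 52.7) and 68.5-fold (55.6 to 85.3) higher than in PS1.0. In AE1.0 they had 5841, 2656 and 6493 reads and were 50.2-fold (41.7 to 60.9), 67.3-fold (49.1 to 94.8) and 71.3-fold (57.9 to 88.7) higher. EcolC_1641 had the fewest reads of the 3 genes in the precursor strain and the widest intervals relative to the fold.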

The *EcolC_1642* is in an operon, and the expression levels of three other genes, *EcolC_1640* (encoding PTS galactitol transporter subunit IIA), *EcolC_1641* (encoding PTS galactitol transporter subunit IIB), and *EcolC_1643* (encoding ribose/galactose 5‐phosphate isomerase), also increased, by 55‐, 37‐ and 68‐fold in the REV1.0 strain, respectively, and 50‐, 67‐, and 71‐fold in the AE1.0 strain, respectively (Table 3). In addition, among the 103 common upregulated genes, the transcription levels of *EcolC_1643, EcolC_1642, EcolC_1641*, and *EcolC_1640* (since they are in one operon, we currently call it as *EcolC_1643* operon) were the highest. Therefore, it was presumed that the repression of *EcolC_1643* operon expression was released upon *cyaA* deletion; however, the regulatory process is unclear and needs to be investigated.

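The 120 shared upregulated genes were ranked by the smaller of their 2 folds. EcolC_1643, EcolC_1642, EcolC_1640 and EcolC_1641 held ranks 1, 2, 3 and 4 in this order. The gene ranked 5 was EcolC_3910 at 14.2-fold. When the same genes were ranked by FPKM in AE1.0 instead, EcolC_1643, EcolC_1642, EcolC_1641 and EcolC_1640 held ranks 19, 22, 27 and 17, and by FPKM in REV1.0 ranks 13, 9, 31 and 10. The highest FPKM among the shared upregulated genes was that of EcolC_2693, with 18758 in AE1.0 and 18403 in REV1.0. This gene was singled out after its values were seen.

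**Figure D1:**
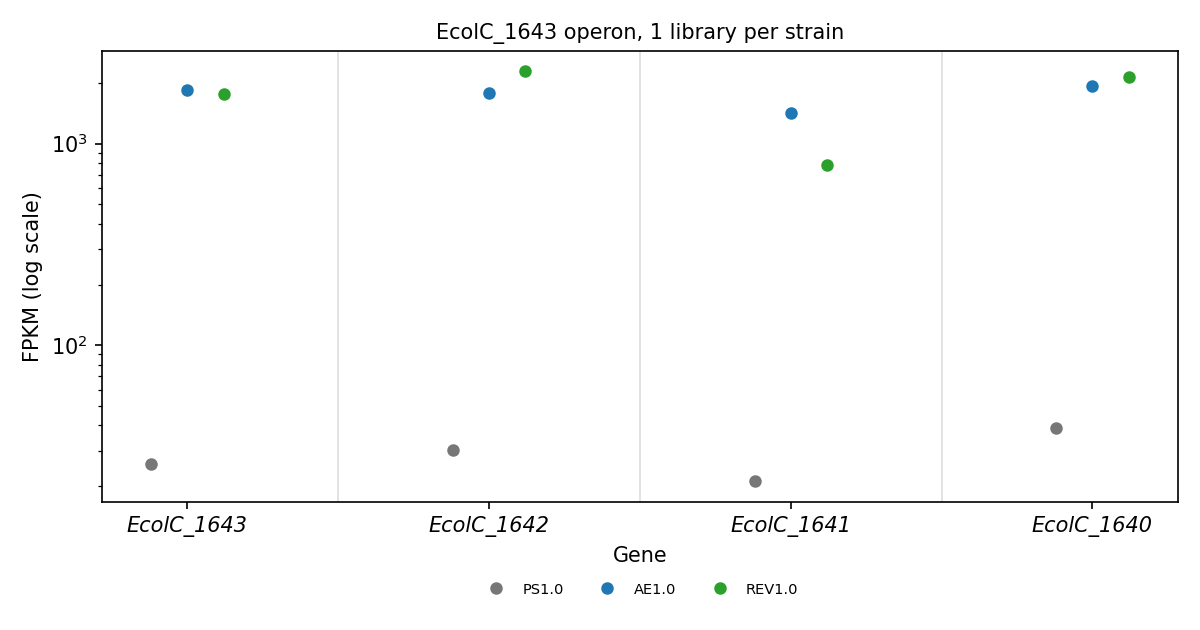
FPKM (log scale) of the 4 genes of the EcolC_1643 operon in strains PS1.0, AE1.0 and REV1.0, with 1 point per library. In PS1.0 the points lie between 21.1 and 38.6 FPKM, and in the other strains between 786 and 2282 FPKM.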

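EcolC_3910, the next gene in the ranking, went from 787 reads in PS1.0 to 8417 reads in REV1.0 and 27110 reads in AE1.0, and its 95% intervals were 13.2 to 15.3 and 31.7 to 36.6. REV1.0 differed from PS1.0 by the deletion of cyaA, and AE1.0 also carried a truncated cyaA among its mutations. From the increase of the operon in both strains and its place among the shared upregulated genes, the paper proposes that cyaA deletion released a repression of the operon.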

**Table 3:** Transcriptome results of adaptively evolved strains AE1.0 and AE2.0 and reverse metabolic engineered strain REV1.0 and REV2.0.

Gene	Name	Product	Relative expression level in AE1.0 versus PS1.0	Relative expression level in REV1.0 versus PS1.0
*EcolC_1643*	‐	Ribose/galactose 5‐phosphate isomerase	71	68
*EcolC_1642*	‐	PTS galactitol transporter subunit IIC	59	76
*EcolC_1641*	‐	PTS galactitol transporter subunit IIB	67	37
*EcolC_1640*	‐	PTS galactitol transporter subunit IIA	50	55

**Gene**	**Name**	**Product**	**Relative expression level in AE2.0 versus PS2.0**	**Relative expression level in REV2.0 versus PS2.0**
*EcolC_0874*	*araE*	Arabinose‐proton symporter	58	42
*EcolC_1734*	*araF*	L‐arabinose‐binding periplasmic protein	2.3	2
*EcolC_1735*	*araG*	Arabinose import ATP‐binding protein	9	4.8
*EcolC_1736*	*araH*	Arabinose ABC transporter permease	3.9	3.5
*EcolC_3593*	*araC*	Arabinose operon regulatory protein	3.3	6.6
*EcolC_3594*	*araB*	Ribulokinase	200	117
*EcolC_3595*	*araA*	L‐arabinose isomerase	181	88
*EcolC_3596*	*araD*	L‐ribulose‐5‐phosphate‐4‐epimerase	250	74

### The cAMP‐CRP repression of *EcolC_1643* operon expression

To determine the reason that *cyaA* deletion affects the *EcolC_1643* operon expression, the promoter–operator region of this operon was identified and analyzed (Figure 3A). In the promoter–operator region, in addition to the −10 (ATTAAAAC) and −35 hexamer (AATAAA) region, there is a putative element (AATTGAGATCTGAATCACAAAA) for the binding of cAMP‐CRP complex at positions −62 to −83 and a putative element (TTATAAN4TTGATT) for binding of integration host factor (IHF) at positions −84 to −100. Therefore, when cAMP cannot be generated due to *cyaA* deletion, no cAMP‐CRP is formed that binds the cAMP‐CRP binding region to control expression. In addition, the IHF‐binding region can be bent^18^, which is likely an auxiliary mechanism by which cAMP‐CRP can regulate this operon's expression.

**Figure 3:**
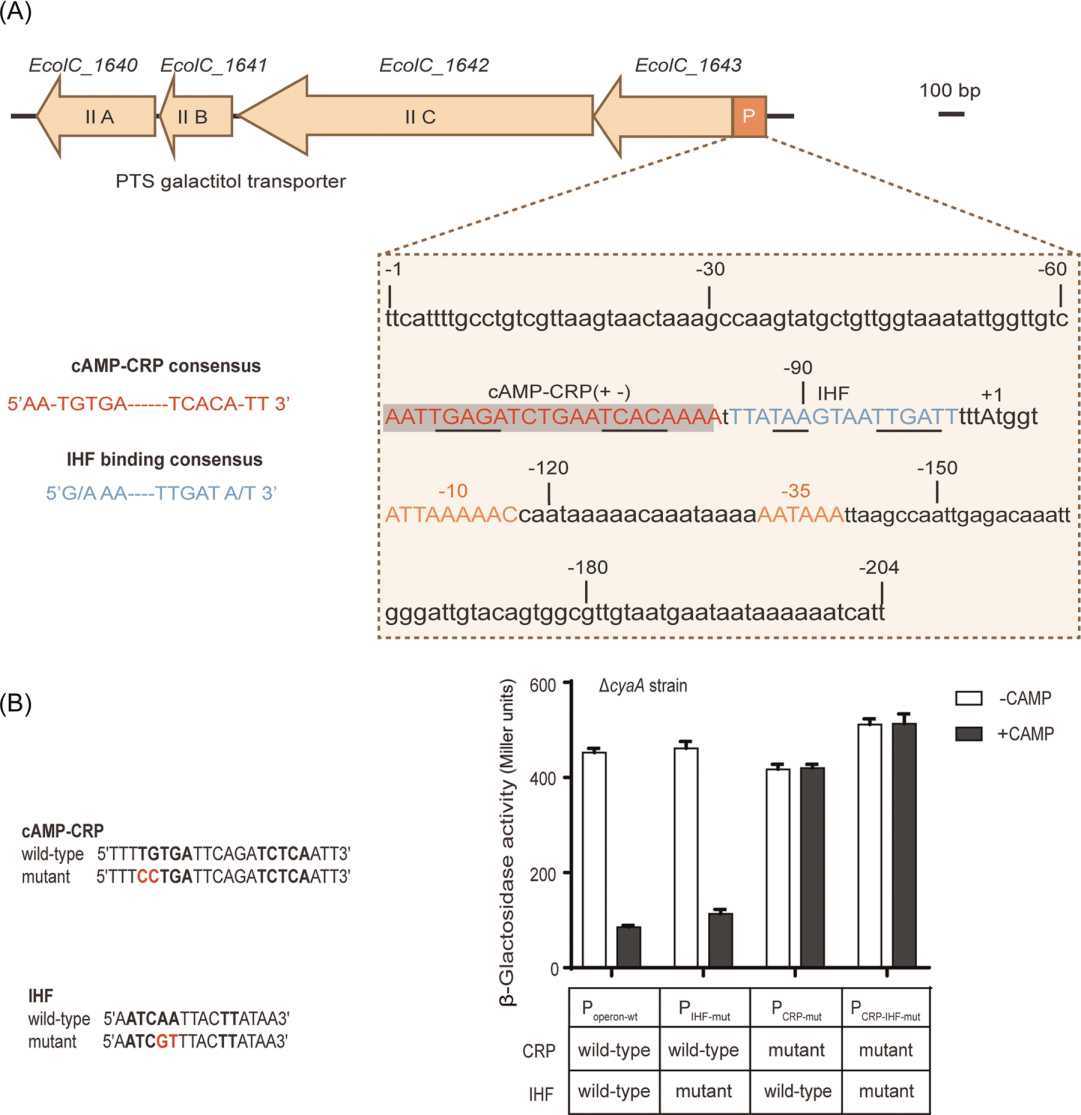
The cAMP‐CRP repression of *EcolC_1643* operon expression. (A) Schematics of the *EcolC_1643* operon and the sequence of its promoter region. The capital P represents the promoter P_operon_, the nucleotides of which are shown in the square with the dashed lines, and the promoter elements (−10 and −35 regions are in orange) and binding sites for cAMP‐CRP (in red and with shaded background) and integration host factor (IHF) (in blue) are indicated with capital letters. The underlining indicates binding sites of cAMP‐CRP or IHF, which were identified based on comparisons to the consensus sequences on the left. (B) β‐Galactosidase activity from the P_operon_‐lacZ operon mutants. For the putative binding elements of the IHF and cAMP‐CRP complex on the *EcolC_1643* operon, the wild‐type and mutant sequences are shown on the left, and the consensus sequences are in bolded black. The mutation sites are in bolded red. Three independent experiments were performed. The cells were cultured at 37°C for inducing exponential growth in the presence or absence of 2 mM cAMP. CRP, cAMP receptor protein.

To determine whether cAMP‐CRP and IHF are involved in the regulation of this operon expression, a *ΔcyaA* strain derived from *E. coli* ATCC 8739 was constructed as a background strain to investigate the expression of P_operon_‐lacZ operon fusion on chromosomes through assessment of β‐galactosidase activity with or without cAMP. For comparison, the specific nucleotides of regulatory elements in cAMP‐CRP or IHF were changed, generating P_CRP‐mut_, P_IHF‐mut_, and P_CRP‐IHF‐mut_ (Figure 3B, left). In the absence of cAMP, the β‐galactosidase activity of P_operon‐wt_ bearing wild‐type regulatory elements was approximately 452 Miller units, while the activity significantly decreased to 85 Miller units in the presence of cAMP. The same outcome was observed with P_IHF‐mut_ bearing the wild‐type cAMP‐CRP‐binding element, and in this case, the activity decreased 4.3‐fold in the presence of cAMP, compared to the activity in the absence of cAMP. On the other hand, the β‐galactosidase activity of P_CRP‐mut_ bearing the mutation in cAMP‐CRP‐binding element was not significantly influence by cAMP, showing similar activity of approximately 417 and 420 Miller units in the presence and absence of cAMP, respectively. To determine the effects of IHF on *EcolC_1643* operon expression, the β‐galactosidase activity of P_IHF‐mut_ showed no large change compared with that of P_operon‐wt_ in the absence of cAMP, while P_IHF‐mut_ showed a small increase, of 32%, compared with P_operon‐wt_ when cAMP was added to the system. In addition, the β‐galactosidase activity of P_CRP‐IHF‐mut_ bearing both mutated elements was 6‐fold higher than that of P_operon‐wt_ in the presence of cAMP (Figure 3B, right).

These results indicated that cAMP‐CRP repressed the expression of this operon and that the IHF could enhance the effect of this repression. When the cAMP‐CRP complex is formed and binds to the promoter–operon region, operon expression is repressed because the smooth forward movement of RNA polymerase from the promoter region is limited. IHF functions as a spanner that can bend the DNA sequence^18^, causing the −10 and −35 regions to approach the binding element of the cAMP‐CRP complex in space. Thus, as the cAMP‐CRP complex binds the promoter operon, it blocks the −10 and −35 regions, which are key elements that RNA polymerase recognizes and binds. As a result, RNA polymerase cannot access the −10 and −35 regions, which leads to transcriptional repression of this operon. A possible model showing the transcriptional control of *EcolC_1643* operon is shown in Figure 4A.

**Figure 4:**
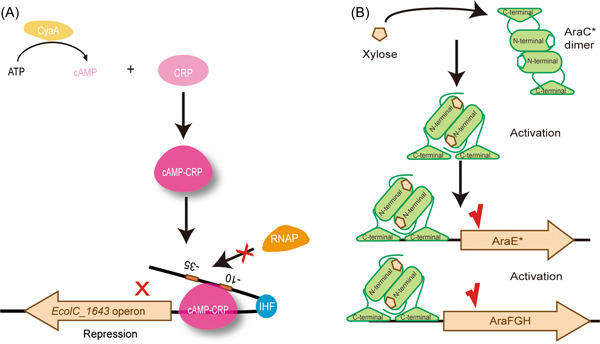
The possible regulatory model for xylose‐transporters discovered in this study. (A) Model for *EcolC_1643* operon transcriptional regulation. Elements for binding of the cAMP‐CRP complex and integration host factor (IHF) are represented by colored shapes. Promoter sequences are indicated by the small orange boxes marked −10 and −35. CyaA synthesizes cAMP, and with cAMP receptor protein (CRP), it forms the cAMP‐CRP complex. The IHF can bend the promoter sequence, enabling the −10 and −35 regions to approach the cAMP‐CRP region in space, and when cAMP‐CRP binds to this sequence, the −10 and −35 regions are blocked. As a result, RNA polymerase (RNAP) cannot access the −10 and −35 regions and the transcription of *EcolC_1643* operon is repressed. (B) The possible mechanism of AraE* and AraFGH activation by xylose‐bound AraC*. The mutant AraC* is activated by binding xylose not arabinose, and xylose‐bound AraC* is suggested to be an activator of the transcription of the *araFGH* and araE* operons.

### Identification and characterization of the new xylose transporter

The *EcolC_1640*, *EcolC_1641*, and *EcolC_1642* genes were annotated to be subunits IIA, IIB, and IIC in the galactitol‐specific PTS system (designated as GalABC). Their expression levels were significantly increased in the adaptively evolved strain AE1.0 as well as in strain REV1.0 (PS1.0 with a *cyaA* deletion mutation). Therefore, they may code for a previously unrecognized xylose transporter. 

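The subunit IIA gene EcolC_1640 had an FPKM of 38.6 in PS1.0, 2141 in REV1.0 and 1939 in AE1.0. The subunit IIB gene EcolC_1641 had an FPKM of 21.1, 786 and 1420, and the subunit IIC gene EcolC_1642 had an FPKM of 30.0, 2282 and 1794, respectively. The log2 ratio to PS1.0 was 5.79, 5.22 and 6.25 in REV1.0 and 5.65, 6.07 and 5.90 in AE1.0.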

To confirm this possibility, each gene including *EcolC_1640*, *EcolC_1641*, and *EcolC_1642* in the REV1.0 stain was deleted, and the resulting strains showed a significant decrease in xylose consumption rate and cell growth rate to levels similar to those of strain PS1.0 (Table S4).

The amino acid sequences of EcolC_1640, EcolC_1641, and EcolC_1642 were used as queries for domain analysis using SMART online tools. These three proteins had typical enzyme EIIA‐like (PF00359) (E‐value, 4.4e−28), EIIB‐like (PF02302) (E‐value, 6.5e−13), and EIIC‐like (PF03611) (E‐value, 4.5e−60) domains, suggesting that EcolC1640, EcolC1641 and EcolC1642 proteins compose a PTS transporter (Figure S4). In general, most PTS transporters transport various mono‐ and disaccharides, and phosphoryl groups are transferred from PTS to carbohydrates. The whole process of transferring phosphoryl groups begins with PEP and then involves EI, HPr, EIIA, and EIIB. The phosphorylated EIIB domain then phosphorylates bound sugar molecules, which are translocated to the cytosolic side of the cell membrane mediated by the EIIC domain.

EI is inactivated upon deletion of the *ptsI* gene in HQ304 (as described in previous work, HQ304 is the starting strain in this study), releasing CCR to some extent by inactivating the PTS^10^. On the other hand, inactive EI interrupts phosphoryl group transfer to sugar molecules transported by PTS transporters. Thus, we presumed that GalABC (encoded by *EcolC_1640*, *EcolC_1641*, and *EcolC_1642* genes) transport xylose in a phosphorylation‐independent manner. To confirm this hypothesis, we investigated the intracellular xylose consumption pathway to determine whether xylose is metabolized in phosphorylated form. In *E. coli*, xylose is first isomerized to xylulose by xylose isomerase (XylA), and it is then phosphorylated by xylulokinase (XylB) to become xylulose‐5‐phosphate. Xylulose‐5‐phosphate is then metabolized into the glycolysis intermediates fructose‐6‐phosphate and glyceraldehyde‐3‐phosphate. If xylose is simultaneously phosphorylated when it is transported inside the cell, it would be metabolized through a pathway independent of XylA and XylB. However, after deleting the *xylA* or *xylB* gene individually in the AE1.0 strain, cells barely grew and could not consume xylose (Table 4). Hence, it was deduced that xylose was transported inside *E. coli* cells without phosphorylation by GalABC through facilitated diffusion. This pattern of sugar molecule transportation without phosphorylation via the PTS has also been reported for galactose via the glucose PTS in *E. coli* ^19^, galactose and trehalose via the mannose PTS in *Salmonella typhimurium* ^20^, ^21^ and xylose via the mannose PTS in *Lactobacillus casei* ^22^.

**Table 4:** The effects of *xylA* and *xylB* gene deletion on xylose utilization.

Strain^a^	Xylose utilization rate (g/gDCW·h)	Specific growth rate (h^−1^)	Cell mass (g/l)
AE1.0	0.80 ± 0.01	0.25 ± 0.01	1.98 ± 0.01
AE1.0, ∆*xylA*	0.07 ± 0.004	0.00 ± 0.00	0.02 ± 0.01
AE1.0, ∆*xylB*	0.05 ± 0.005	0.00 ± 0.00	0.02 ± 0.01

^a^ Fermentation was performed in AM1 with 5% glucose and 5% xlyose. Three repeats were performed and the error bars represent standard derivation.

### Identification of a second new xylose transporter

To identify more new xylose transporters, the previously identified xylose transporter was inactivated, and another round of adaptive evolution was performed. The EcolC_1642* gene was deleted in AE1.0 to generate strain PS2.0, and the xylose consumption rate significantly decreased to 0.16 g/gDCW·h (Figure 2D). Adaptive evolution of strain PS2.0 was performed in mineral salt medium containing 50 g/l xylose and 80 g/l glucose (Figure S2B). After evolution for 38 generations (39 days), the second‐round strain AE2.0 was obtained. The xylose consumption rate and cell growth rate were 0.82 g/gDCW·h and 0.21 h^−1^, which increased 5‐ and 9‐fold compared to those of precursor strain PS2.0, respectively (Table 2 and Figure 2E).

To identify the genetic mechanisms critical for the increased xylose consumption rate, genome sequencing was performed with the strains AE2.0 and PS2.0. Four nonsilent point mutations were found in the *araE*, *araC*, and *kduI* genes in the evolved strain AE2.0 compared with precursor strain PS2.0 (Table 1). There was also a 72‐bp deletion in the coding region of the *galR* gene. Among these mutated genes, the *araE* and *araC* genes are thought to be directly related to xylose transportation. AraE is an arabinose‐proton symporter, and one point mutation in the coding region of the *araE* (G667T) gene leads to the change in one amino acid, D223Y. AraC is an arabinose operon regulatory protein, and one point mutation in the coding region of the *araC* (C466A) gene leads to one changed amino acid, L156I.

To demonstrate the effects of these two mutations on xylose utilization, reverse metabolic engineering was performed with precursor strain PS2.0. AraE (D223Y) and AraC (L156I) mutations were introduced into PS2.0 individually, and the xylose consumption rate increased from 0.16 to 0.40 and 0.51 g/gDCW·h, and the growth rate increased from 0.023 to 0.13 and 0.18 h^−1^, respectively (Table 2). After introducing both mutations into PS2.0, the xylose utilization rate and the growth rate increased to 0.75 g/gDCW·h and 0.21 h^−1^, respectively (Table 2), which were comparable to those of strain AE2.0. Replacement of the *araE* and *araC* mutants in evolved strain AE2.0 individually or in combination significantly decreased the xylose consumption rate and cell growth rate (Table 2). These results demonstrated that the increase in xylose consumption during the second round of adaptive evolution was directly related to the *araE* and *araC* mutations (designated araE* and araC*).

The gene expression levels of strain AE2.0 were also analyzed by transcriptome sequencing, and it was found that the expression levels of the araE* and araC* genes increased 58‐ and 3.3‐fold, respectively, compared with those in precursor strain PS2.0 (Table 3). 

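For the second round, 1 library each of strains PS2.0, AE2.0 and REV2.0 was sequenced and processed as in the first round. The libraries held 3225362, 1804270 and 1271046 reads, respectively, so they were shallower than those of the first round, and the median gene had 132.5, 42 and 46.5 reads. A coding sequence of 1 kb with 3 reads had an FPKM of 0.93, 1.66 and 2.36. The 10 most abundant genes took 20.9%, 25.4% and 29.5% of the reads. The FPKM of PS2.0 was computed here from its counts, the coding sequence lengths and the library total. EcolC_1642, deleted in PS2.0, had 791 reads in PS2.0, 117 in AE2.0 and 233 in REV2.0, and its FPKM in PS2.0 was 10.0-fold lower than in AE1.0 (95% interval 9.34 to 10.8). Its FPKM was 179 in PS2.0 and 134 in REV2.0, above that of PS1.0, where the gene is intact. However, PS1.0 is not a like comparison, because the operon was low there. EcolC_1643 had an FPKM of 25.9 in PS1.0 and 7303 in PS2.0. Against AE1.0, EcolC_1643 was 3.96-fold higher in PS2.0 while EcolC_1642 fell, which is the direction of the deletion. Reads remained on EcolC_1642, and EcolC_1640 and EcolC_1641 fell too, so the reads do not show its extent. No read was counted on yifL or cyaY in the 3 libraries. In AE2.0, araE (EcolC_0874) had 3526 reads against 108 in PS2.0 and was 58.4-fold higher (95% interval 48.2 to 71.4). With the size factors of DESeq2, which moved this fold most, the increase was 89.3-fold. The regulator gene araC (EcolC_3593) had an FPKM in AE2.0 that was 3.34-fold that of PS2.0. Its deposited FPKM did not correspond to its 507 reads, which gave a fold of 2.99 (95% interval 2.59 to 3.46). The other mutated genes of AE2.0 changed less. kduI (EcolC_0872) had 19 reads against 43, and its interval of 0.435 to 1.38 included no change, and galR (EcolC_0878) was 1.14-fold higher (0.971 to 1.33).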

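In AE2.0, araB (EcolC_3594), araA (EcolC_3595) and araD (EcolC_3596) had 18706, 15463 and 7267 reads, against 167, 153 and 52 reads in PS2.0. Their FPKM was 200.3-fold (95% interval 172 to 235), 181-fold (154 to 213) and 249.9-fold (190.3 to 335) higher. The transporter genes araG (EcolC_1735) and araH (EcolC_1736) were 8.79-fold (7.42 to 10.5) and 3.90-fold (3.25 to 4.68) higher. For araF (EcolC_1734) the deposited FPKM was 2.35-fold that of PS2.0, and the 828 reads counted on it gave 2.41-fold (2.17 to 2.68).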

The gene operons *araFGH* and *araBAD*, which are involved in the transport and metabolism of arabinose, also showed much higher expression levels in evolved strain AE2.0 (Table 3). We presumed that the mutant araC* increased the expression levels of genes related to arabinose catabolism and transport. 

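The 8 arabinose genes of Table 3 had a median log2 ratio of 4.50 between AE2.0 and PS2.0, and all 8 were at least 2-fold higher. As a description of these libraries, this median lay at percentile 100 of 10000 random lists of 8 genes matched on mean expression, of which 95% had a median between -1.71 and 0.88. The list comes from the paper's results on these same libraries and holds genes of shared operons. An extreme percentile is therefore no separate test. From the increase in AE2.0, the paper presumes that the mutant araC* raised the expression of the genes for arabinose catabolism and transport.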

To confirm this presumption, the araC* mutant was introduced into precursor strain PS2.0 to generate the metabolically reverse‐engineered strain REV2.0, and further transcriptome sequencing was performed. 

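REV2.0 was compared with PS2.0 over the 4051 genes above 0 FPKM in both libraries, of which 837 were upregulated and 826 were downregulated at least 2-fold. With TMM scaling the numbers for REV2.0 were 755 and 891. With library totals that leave out the 10 most abundant genes they were 1004 and 719, so their balance depended on scaling. In AE2.0, 400 genes were upregulated and 1477 were downregulated among 3834 genes, and with TMM scaling, which shifted the median log2 ratio of all genes by 0.54, these numbers were 759 and 967. Both strains shared 153 upregulated and 494 downregulated genes, and 236 genes changed at least 2-fold in opposite directions. With at least 10 reads required in every library, 129 upregulated and 349 downregulated genes were shared. The araC mutation itself cannot be read from counts per gene, so the reads on yifL and cyaY place REV2.0 among AE1.0 and the strains derived from it but do not tell these strains apart.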

Compared to those in strain PS2.0, the expression levels of the *araE*, *araFGH*, and *araBAD* genes showed a 2‐ to 117‐fold increase in strain REV2.0 (Table 3). 

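In REV2.0, araB, araA and araD had 7715, 5294 and 1508 reads and were 118-fold (95% interval 101 to 137), 88.0-fold (74.8 to 104) and 73.8-fold (55.8 to 99.0) higher than in PS2.0. By the deposited FPKM, araF, araG and araH were 2.08-fold, 4.87-fold and 3.49-fold higher. The median log2 ratio of the 8 arabinose genes was 4.07 and it again lay at percentile 100 of the matched random lists, with each gene at least 2-fold higher. Outside the arabinose genes, and among genes with at least 100 reads in a library, EcolC_1506 had the largest rise shared by AE2.0 and REV2.0, at 19.3-fold and 13.2-fold. The deposited tables give it no gene name.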

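In AE1.0 each of the 8 arabinose genes had a lower FPKM than in PS1.0. The ABC transporter genes fell most, with araF 65.7-fold (95% interval 51.2 to 85.9), araG 23.9-fold (20.2 to 28.5) and araH 25.1-fold (21.3 to 29.7) lower. The genes araB, araA and araD were 3.26-fold (2.96 to 3.59), 4.87-fold (4.48 to 5.30) and 5.21-fold (4.55 to 6.00) lower, and araE was 2.04-fold (1.82 to 2.30) lower. The median log2 ratio of the 8 genes was -2.33, at percentile 0 of the matched random lists.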

Further, the expression levels of *araC*, *araE*, *araFGH*, and *araBAD* genes in the first round were rechecked, and we found that they were downregulated in strain AE1.0 (Table S3). 

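The expression of araC was 2.92-fold lower in AE1.0 than in PS1.0 (95% interval 2.51 to 3.41) and 2.77-fold lower in REV1.0 (2.35 to 3.29), with 667 reads in PS1.0, 231 in AE1.0 and 181 in REV1.0. In REV1.0, araF, araG and araH were 19.2-fold, 17.3-fold and 13.5-fold lower than in PS1.0. araB, araA and araD were 3.27-fold, 6.07-fold and 10.3-fold lower, whereas araE was 1.24-fold lower (1.11 to 1.38). The median log2 ratio of the 8 genes in REV1.0 was -2.99.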

The main reason is that *cyaA* was inactive in the first round, which led to downregulation of *araC* due to cAMP‐CRP functioning as a positive regulator for *araC* expression^23^. The mutated AraC* (L156I) in the second round activated the expression levels of itself and *araE*, *araFGH*, and *araBAD* genes, consistent with AraC reported role as a transcriptional activator of these genes^24^. 

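The FPKM of araC was 117 in PS1.0, 40.0 in AE1.0, 107 in PS2.0 and 357 in AE2.0. The FPKM of araE in the same libraries was 95.3, 46.7, 23.6 and 1378, and that of araB was 163, 50.2, 30.4 and 6097. In contrast, the FPKM was 627, 9.54, 192 and 451 for araF, 339, 14.2, 33.8 and 297 for araG, and 585, 23.3, 55.6 and 217 for araH. By FPKM these transporter genes stayed below PS1.0 in AE2.0, whereas the other arabinose genes were above it. TMM scaling shifted the median log2 ratio of all genes between AE2.0 and PS1.0 by 0.83, so this comparison depends on scaling.

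**Figure D2:**
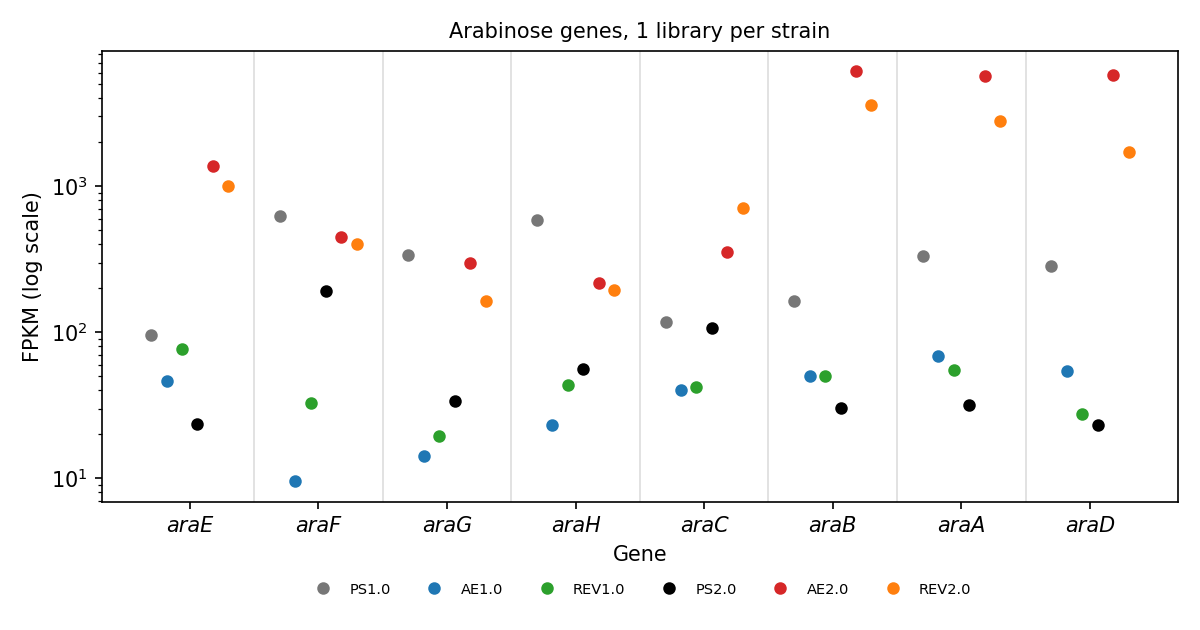
FPKM (log scale) of the 8 arabinose genes in the 6 strains, with 1 point per library, as deposited by the authors except for PS2.0, where it was computed from the counts. The araB, araA and araD points of AE2.0 and REV2.0 lie between 1709 and 6097 FPKM, above those of the other 4 libraries.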

Next, to investigate whether the *araFGH* and *araBAD* operons are necessary for the function of xylose transport and metabolism, these two operons were deleted individually in strain PS2.0 into which the araC* mutant was introduced. For the strain with the *araFGH* gene deletion, xylose consumption decreased by 24%, from 0.51 to 0.39 g/gDCW·h, but there was no change to the strain with *araBAD* gene deletion, indicating that AraFGH contributed partially to xylose transport.

For the second round of selection, the results indicated that both AraE* and AraFGH were critical for improved xylose utilization in evolved strain Rec2.0 (Table S2). When EcolC_1642* gene obtained in the first round was introducing into AE2.0, the xylose consumption increased from 0.66 to 0.84 g/gDCW·h (Table 2), indicating that combined transporters had a synergistic effect on xylose transport.

### Simultaneous consumption of glucose and xylose

To determine whether the newly identified xylose transporters can support simultaneous consumption of glucose and xylose, the *zwf* and *pgi* genes were reestablished in strains AE1.0 and AE2.0, and these recovered strains are called Rec1.0 and Rec2.0, respectively. Both strains could simultaneously consume glucose and xylose at nearly the same rate (Figure 2C,F). The glucose consumption rates in strains Rec1.0 and Rec2.0 were 0.71 and 0.76 g/gDCW·h, respectively; the xylose consumption rates were 0.63 and 0.66 g/gDCW·h, respectively; and the ratios of sugar consumption rates were 0.94 and 0.95 mol_glucose_/mol_xylose_, nearly approaching to 1 mol_glucose_/mol_xylose_, which indicated efficient glucose and xylose coconsumption.

To resolve the problem of simultaneously consuming glucose and xylose, previous work focused on eliminating CCR and the strategies were applied to remove repression by deletion of *ptsI*, *ptsG*, and *crr* genes and mutation of *crp* and *xylR* genes^4^, ^9^, ^14^, ^25^, ^26^. However, the coutilization efficiency of glucose and xylose was still low and unbalanced (Table S5). This study mainly focused xylose transport, which is another limiting factor of low xylose consumption rate in mixed sugar fermentations. The new xylose transporters uninhibited by glucose were identified, which could support simultaneous consumption of glucose and xylose.

## DISCUSSION

### Xylose transport by PTS transporters

There are two commonly known xylose transporter types, and they belong to MFS and ABC family. The newly identified xylose transporter GalABC (putative galactitol‐specific PTS enzymes, encoded by *EcolC_1640*, *EcolC_1641, and EcolC_1642* genes) belongs to a third family, the PTS transporter family (Figure 5). GatABC (galactitol‐specific PTS enzymes, encoded by *gatA*, *gatB*, and *gatC* genes) was the first discovered PTS transporter and was reported to be able to transport xylose when GatC is mutated (S184L, designated GatC*)^27^. However, GatABC* also demonstrated the ability to transport xylose when xylose is the single carbon source^27^, and it is not clear whether xylose can be transported when glucose and xylose are both available sources. To test whether GatABC* is inhibited by glucose, GatC* was introduced into strain PS1.0, and the gatABC* gene operon was further modulated with a strong promoter to increase its expression level. When the medium contained both glucose and xylose, this mutant strain showed little improvement in xylose consumption (Table S6). Thus, GatABC* was inhibited by glucose. In contrast, after enhancing the expression levels of the GalABC* operon (encoded by *EcolC_1640*, *EcolC_1641*, and EcolC_1642* genes) in strain PS1.0, the resulting mutant strain showed significantly increased xylose consumption when glucose and xylose were both carbon sources (Table S5). Thus, GalABC* is the first PTS transporter, which is able to transport xylose without inhibition by glucose.

**Figure 5:**
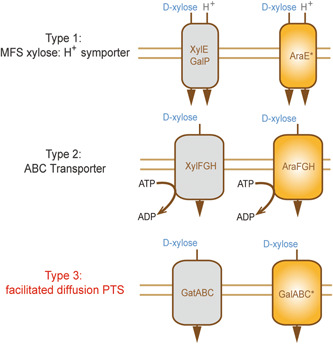
A graphic showing three types of xylose transporters identified thus far. Type 1 is MFS xylose, a H^+^ symporter with XylE, GalP and AraE; Type 2 is an ABC transporter, including XylFGH and AraFGH, which needs to consume ATP when xylose is transported; Type 3 is a facilitated diffusion PTS, including GatABC and GalABC (encoded by *EcolC_1640*, *EcolC_1641* and *EcolC_1642* genes). GalABC* with EcolC_1642*, AraE* and AraFGH are newly identified xylose transporters that are uninhibited by glucose.

There is 31% identity of amino acid sequence between GatC and EcolC_1642 in *E. coli* ATCC 8739. The *EcolC_1642* gene is not present in all Enterobacteriaceae. No *EcolC_1642* gene is present in *E. coli* MG1655, which is a model *E. coli* strain, while *Shigella*, *Klebsiella*, and *Salmonella* have genes that are similar to *Ecol_1642* (Figure S6). The *Ecol_1642* genes in different species may be useful for discovering more xylose transporters that are not inhibited by glucose.

### Homology modeling and structural analysis of EcolC_1642*

The transcription of the EcolC_1642* gene in strain HQ408 (strain PS1.0 with introduced EcolC_1642* gene) was analyzed by quantitative polymerase chain reaction (qPCR), and the results showed no differences with that of strain PS1.0 (data not shown). Therefore, it was presumed that the N13S mutation in EcolC_1642 increased xylose transport capability but not its transcription rate. To look over the spatial position of N13 and its orientation toward bound sugar, a model homologous to EcolC_1642 (Figure 6A) was constructed using the I‐TASSER server and refined it with the GalaxyRefine program (Rama favored, 91.6% and poor rotamers, 0.8). We found that EcolC_1642 is structurally similar to the well‐characterized ascorbate‐specific permease IIC component UlaA (PDB ID code 4rp8) of *E. coli*, which has 92.5% overall structural coverage albeit with a low amino acid sequence identity of 13.5%.

**Figure 6:**
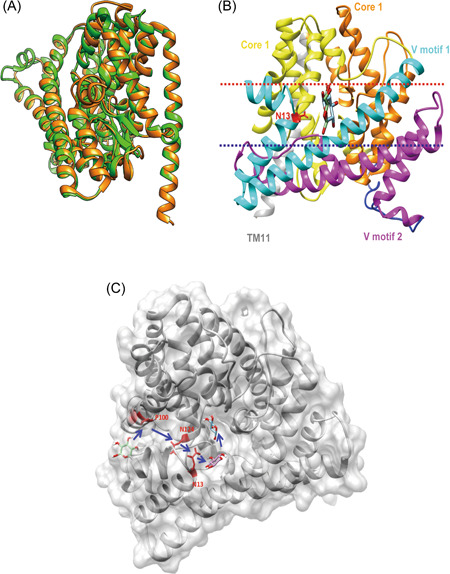
Homology model of the EcolC_1642 structure. (A) Image of the EcolC_1642 model superimposed on the out‐facing crystal structure of *E. coli* UlaA (PDB ID code 4rp8). (B) Side view of EcolC_1642 crossing the cell membrane based on a working model of the transport mechanism of UlaA^28^. The red and blue dashes show the approximate location of the cell membrane. Amino acid residue N13 (red) is located in the wing of V motif 1 (cyan). Xylose is shown in a ball‐and‐stick representation. (C) The translocation channel is shown by short blue arrows, and the amino acid residues N13, P100, and N124 on the translocation channel are shown in red.

Similar to the structure of UlaA^28^, EcolC_1642 consists of 11 transmembrane segments (TMs), four hairpin structures (HPs), and three horizontal amphipathic helix segments (AHs), which are spatially organized into V motif 1 (cyan), core 1 (yellow), V motif 2 (magenta), core 2 (orange), and TM11 (gray) (Figure 6B). The first two helices in each TM2 and TM6‐7 give rise to V‐shaped motifs (V motifs 1 and 2, cyan and magenta, respectively). The other TMs and HPs form transporter cores (cores 1 and 2, yellow and orange, respectively). These two core subdomains, together with TM11, form the translocation pocket domain, where the substrate xylose is located (Figure 6B). The N13S (red) is near the end of V‐motif 1.

A possible mechanism by which EcolC_1642* transports xylose without glucose inhibition was developed. Xylose transport via EcolC_1642 protein involves a translocation channel facing the translocation pocket, but amino acid residues such as asparagine (N) in the translocation channel show more affinity to glucose than to xylose, making xylose difficult to transport in the presence of glucose. However, residues such as serine (S) have the opposite effect. To obtain support for this hypothesis, some residues, including the P100 and N124 residues, in the translocation channel were replaced with serine (Figure 6C). The resulting mutants P100S and N124S showed enhanced xylose consumption rates from 0.1 to 0.27 and 0.23 g/gDCW·h, respectively (Table S7). Furthermore, combining these two mutations with N13S separately led to higher xylose consumption rates (Table S7). The best combination (P100S/N13S) had a xylose consumption rate of 0.36 g/gDCW·h, which was 3.6‐fold higher than that of precursor stain PS1.0 (Table S7). These results demonstrated that amino acid residues in the translocation channel are pivotal for xylose transport; for example, the presence of serine dramatically abolished glucose inhibition.

### Xylose transport by AraE* and AraFGH

AraE and AraFGH are arabinose transporters belonging to the arabinose/H^+^ symporter and ABC transporter families, respectively (Figure 5). Generally, AraE contributes to arabinose transport in the presence of arabinose, which is an inducer that can activate AraC protein to control the *araE* gene expression^16^. However, when xylose is used as the single carbon source, AraE can transport xylose to support cell growth^16^. Additionally, AraE in *Bacillus subtilis* was required to transport xylose because there is no specific transporter for xylose in this species^29^.

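For araE in REV2.0, the deposited FPKM of 1001 was 42.4-fold that of PS2.0. The 2345 reads counted on araE gave an FPKM of 1300.2 and a fold of 55.1 (95% interval 45.4 to 67.5).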

In the present work, the AraC* mutant (L156I) led to a 42‐fold increase in *araE* gene expression level (Table 3). In addition to the increased expression of the *araE*, the *araE* mutation (D223Y) also contributed to xylose transport because this mutation had no effect on the transcription level of the araE* (data not shown). The model structure of AraE in the UniProt online database (https://www.uniport.org/uniport/P0AE24) shows that the D223Y position is located in the cytoplasmic loop between the 6th and 7th transmembrane helices (Figure S5). The crystal structure of AraE binding a xylose molecule has not been resolved, and thus it is difficult to determine the true relationship between the D223Y mutation and a xylose molecule. The mechanism of improved xylose transport seen in the AraE* (D223Y) mutant will be investigated in future studies.

In addition to activating *araE* gene expression, the AraC* (L156I) activates *araFGH* gene expression. 

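In REV2.0 the deposited FPKM of araF, araG and araH was 400.2, 164 and 194, and the reads counted on them were 801, 421 and 350. These reads gave an FPKM of 637, 219 and 279, which were 3.32-fold (95% interval 2.98 to 3.69), 6.47-fold (5.40 to 7.80) and 5.02-fold (4.18 to 6.05) higher than in PS2.0.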

Deletion of the araE* gene in strain AE2.0 decreased the xylose consumption rate from 0.82 to 0.33 g/gDCW·h (Table 2), and after the *araFGH* gene was deleted, the xylose consumption rate decreased to 0.56 g/gDCW·h (Table 2). All these results demonstrate that AraFGH is a xylose transporter, which is reported here for the first time (Figure 5). AraE* is the main xylose transporter, contributing 75% of the xylose flux through transportation, while AraFGH is the auxiliary transporter, contributing 25% to xylose flux (Figure S7).

The regulatory protein AraC forms dimers in a cell, and its structure changes in the presence of arabinose. When arabinose is absent, a β‐barrel dimer of AraC is formed, which represses the transcription of several operons related to the transport and catabolism of arabinose. When arabinose binds to AraC, the protein dimer structure is altered, and an antiparallel coiled‐coil dimer is formed, which activates transcription of the *araE*, *araFGH*, and *araBAD* operons because the AraC binding preference is changed on the basis of binding‐site spacing^30^. 

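The level of araC itself was 6.62-fold higher in REV2.0 than in PS2.0 (95% interval 5.78 to 7.57), with 789 reads against 303 and an FPKM of 708.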

In this study, the mutation (L156I) of *araC* led to activation of *araE* and *araFGH* gene expression, possibly because an antiparallel coiled‐coil AraC dimer was formed that binds xylose not arabinose. A possible regulatory model for AraC* is shown in Figure 4B, and further experiments to investigate the binding xylose to AraC* will be performed in the future.

### Inactivated CyaA is not an issue for bioconversion of lignocellulose to value‐added chemicals

cAMP‐CRP is a global regulator that involves many genes related to sugar metabolism. The evolved strain with improved xylose utilization was not able to form cAMP‐CRP due to the deletion of a portion of *cyaA*. This change might also affect the expression of other genes. We reviewed the gene expression levels in the evolved strains (AE1.0 and AE2.0), to see if the inactive CyaA had effects on the expression of genes in the main pathways (Table S8). 

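For this comparison the libraries of AE1.0 and AE2.0 were each set against that of PS1.0, over the 13 glycolysis genes and the 16 sugar genes under cAMP-CRP of Table S8. The paper listed these genes with their values in the same libraries, so their percentiles below describe the libraries and are no separate test. AE2.0 and PS1.0 belong to different rounds, and their libraries differed in depth. The median log2 ratio of all genes was -0.48 between AE1.0 and PS1.0 and -0.92 between AE2.0 and PS1.0, so a gene at the level of the typical gene appears lower in these ratios. Among genes with at least 100 reads in both libraries the median was -0.21 and -0.28.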

We found that most of genes in glycolysis pathway had higher expression levels in the evolved strains than that in the parent stain (PS1.0), except for *galP* and *glk* genes. 

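Of the 13 glycolysis genes, 11 were higher in AE1.0 than in PS1.0, 8 of them at least 2-fold. Both numbers include pgi (EcolC_4005), which was knocked out in PS1.0 but kept reads. Its ratio to PS1.0 was 3.33-fold in AE1.0, 6.10-fold in AE2.0 and 1.08-fold in REV1.0. The numbers and medians for these strains therefore count reads left on a deleted gene. The median log2 ratio was 1.28, at percentile 99.96 of the matched random lists. The increase ranged from 1.01-fold for gpmA (EcolC_2907, 95% interval 0.960 to 1.05) to 9.47-fold for eno (EcolC_0933, 9.18 to 9.78). By FPKM, gpmA in AE1.0 was within counting error of no change. With TMM scaling it was 1.37-fold higher, and with DESeq2 size factors 1.40-fold. gapA (EcolC_1853) was 4.84-fold and ppc (EcolC_4060) 4.85-fold higher. In AE2.0 the median was 1.25 and 10 genes were higher. The third lower gene was gpmA at 0.894-fold (0.831 to 0.961), and it was higher with TMM scaling or DESeq2 size factors, where 11 of the 13 genes were higher. DESeq2 size factors moved the median of AE2.0 most, to 2.16. In REV1.0 the median was 0.81 with 10 genes higher, and all 13 were higher with TMM scaling or DESeq2 size factors.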

For the *galP* gene, the relative expression levels in strain AE1.0 and AE2.0 decreased by almost one half, but the absolute expression levels were still high with fragments per kilobase per million (FPKM) about 10,000. 

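The FPKM of galP (EcolC_0771) was 20727 in PS1.0, 10681 in AE1.0 and 7747 in AE2.0. It was 0.515-fold (95% interval 0.511 to 0.519) in AE1.0 and 0.374-fold (0.368 to 0.379) in AE2.0. With TMM scaling the folds were 0.702 in AE1.0 and 0.662 in AE2.0. In REV1.0 the FPKM of galP was 18522, or 0.894-fold, and 1.03-fold with TMM scaling.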

For the *glk* gene, the expression levels decreased one hundred times. 

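Reads on glk (EcolC_1281) numbered 180257 in PS1.0, 3066 in AE1.0 and 317 in AE2.0, and the FPKM was 28784, 484 and 182. It was 59.5-fold lower in AE1.0 (95% interval 57.4 to 61.7) and 158-fold lower in AE2.0 (142 to 177). In REV1.0, in which cyaA was deleted, glk had 124696 reads and an FPKM of 26466, which is 0.919-fold (0.913 to 0.926) that of PS1.0 and 1.06-fold with TMM scaling.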

When wild‐type *pgi* and *zwf* genes were introduced into AE1.0 and AE2.0, the glucose utilization rates were 0.71 and 0.76 g/gDCW·h (Table S5), indicating that the low expression of *glk* gene did not affect glucose metabolism, and possibly due to high Glk enzyme activity. On another hand, most of the genes related to the metabolism of other sugars such as galactose, tagatose, galactitol, maltose, and mannose that are regulated by cAMP‐CRP were downregulated. 

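Of the 16 sugar genes under cAMP-CRP in Table S8, 14 had reads in both AE1.0 and PS1.0, and 13 of them were lower in AE1.0, 12 at least 2-fold. The median log2 ratio was -2.63 and lay at percentile 0 of the matched random lists. A pseudocount of 1 FPKM, the alternative that moved it most, gave -1.38 over all 16 genes. The maltose genes carried most of the reads of these genes in PS1.0. malE (EcolC_3995) had 13805 reads in PS1.0 and 540 in AE1.0 and was 25.9-fold lower (95% interval 23.8 to 28.3), and malK (EcolC_3994) was 50.6-fold lower (40.4 to 64.4). The mannose gene manA (EcolC_2017) was 1.41-fold higher (1.31 to 1.52), and with DESeq2 size factors a second gene, lacA, also passed above PS1.0, at 8 reads. In AE2.0, 13 genes had reads in both libraries and all 13 were lower, with a median of -3.01. That median is the ratio of gatZ, with 1 read in AE2.0 against 29 in PS1.0. A pseudocount of 1 FPKM gave a median of -1.80 over all 16 genes. In AE2.0, manA was higher under TMM scaling and under DESeq2 size factors. For the galactitol genes gatY, gatZ, gatA and gatC the read numbers in PS1.0 were 21, 29, 3 and 91, and gatB had none in any library, so their changes rest on few reads.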

The main components of lignocellulose hydrolysis are glucose and xylose. Therefore, inactivation of *cyaA* would not be an issue for bioconversion of lignocellulose to value‐added chemicals using the evolved strains with mineral salt medium under anaerobic conditions.

## MATERIALS AND METHODS

### Plasmids, strains, and growth conditions

The plasmids and primers used for *zwf*, *pgi*, and *cyaA* genes deletion, and EcolC_1642* mutant integration are summarized in Supporting Information: Table S1. Strain HQ304 with high xylose utilization was constructed in our previous work^10^ and other strains were constructed in this study that are listed in Supporting Information: Table S1. During construction, strains were cultured aerobically at 30°C or 37°C in Luria broth (LB) (10 g/l Difco tryptone, 10 g/l NaCl and 5 g/l Difco yeast extract). Antibiotics such as kanamycin (50 mg/l), ampicillin (100 mg/l), or chloramphenicol (34 mg/l) were used where appropriate.

### Genetic methods

The CRISPR/Cas9 gene‐editing technique based on the two‐plasmid system (Cas9 protein and λ‐Red on the facilitated plasmid; gRNA and donor DNA on the editing plasmid) was used to delete *zwf, pgi*, or *cyaA* genes on chromosome. The facilitated plasmid pRedCas9^10^ and the editing plasmid pV4‐del‐gene (Table S1) were cotransformed into the electrophoresis competent cells, and subsequently the transformants were grown on LB plate with kanamycin and chloramphenicol at 30°C. The target gene was edited when Cas9 and λ‐Red was induced by adding L (+)‐arabinose (1% final concentration) to the culture. Additional details are included in Text S1.

### Adaptive evolution to select for a xylose transporter not inhibited by glucose

For the first‐round adaptive evolution, strain PS1.0 was consecutively transferred into AM1 mineral salt media using pH‐controlled vessels (500 ml), and working volume was a 300 ml with 37°C and 150 rpm under anaerobic condition^31^. We used 33 mgDCW/l (about 0.1 as OD_550nm_) as the beginning cell densities for each transfer. Medium was 30 g/l xylose and 90 g/l glucose for early 34 transfers (54 days) and 50 g/l xylose and 80 g/l glucose for further 43 transfers (42 days). For the second‐round adaptive evolution, medium was 50 g/l xylose and 80 g/l glucose for 40 transfers (40 days). Eight clones from the last transfer culture were selected and assessed using AM1 with 50 g/l xylose and 80 g/l glucose. Most of their phenotypes were comparable to the evolved populations. One representative clone was selected for genome sequencing.

### Genome resequencing and identification of mutational events

The total genomic DNA of each strain was extracted using the Promega Wizard genomic DNA purification kit. DNA quality was determined using a NanoDrop spectrophotometer ND‐1000 (NanoDrop Technologie). Genome sequencing of strain was commercially done by Novogene Biotechnology Co., Ltd., and two 150 bp paired‐end libraries were sequenced on an Illumina HiSeq X Ten instrument. Afterward, reads were mapped to *E. coli* ATCCT 8739 genome (GenBank CP000946.1) using Breseq pipline (v0.24)^32^, genetic variation events including single‐nucleotide mutations, small insertion and deletion (indel), large‐scale chromosomal changes, and new junction evidence were obtained and function for these mutations was selectively validated in *E. coli* system.

### Transcriptome sequencing

Cells grown in mixed sugar medium were collected at the mid‐exponential phase and incubated with two volumes of RNAprotect. Bacteria Reagent (Qiagen) was used to minimize RNA degradation. Total RNA was isolated using RNeasy Mini kit (Qiagen). The high‐throughput mRNA sequencing (2 × 150 bp paired‐end sequencing) was performed commercially at Novogene Biotechnology Co., Ltd. by using Illumina's Hiseq X Ten platform (Illumina). Quality control of raw sequencing reads was assessed by NGS QC Toolkit (version 2.3.3)^33^, and the quality trimmed and filtered reads were aligned to the genome of *E. coli* ATCC 8739 strain (GenBank CP000946.1) using the Bowtie 2 v2.2.5^34^. The unambiguously aligned reads to each gene were then tailed with HTSeq‐count scripts (0.6.0) using the intersection‐nonempty resolution mode^35^. 

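The deposited counts are whole numbers for 4200 genes in each of the 6 libraries. Genes with at least 10 reads numbered 3962 in PS1.0, 3733 in AE1.0, 3745 in REV1.0, 3720 in PS2.0, 3000 in AE2.0 and 3399 in REV2.0. How the libraries treated strand is not stated in the paper's text.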

The normalized abundance for each transcript was calculated using the FPKM mapped method^36^. 

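In PS1.0, AE1.0 and REV1.0 the deposited FPKM equalled the read count divided by the coding sequence length and by the sum of all counts, scaled to the units of FPKM. In AE2.0 and REV2.0 the same relation held with library totals of 1803770 and 1267849 reads, which are 500 and 3197 below the sums of the counts. It held for all genes except araF and araC in AE2.0 and araE, araF, araG and araH in REV2.0.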

Differentially expressed genes were identified using |log_2_ Ratio | ≥ 1 as the final cut‐off.

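A fold of 2 is reached more easily by chance for genes with few reads. Counts were simulated with the depths of PS1.0 and AE1.0 and the expression profile of PS1.0. With no minimum of reads 97 unchanged genes passed this limit, and 0 of the 2751 unchanged genes with at least 100 reads did so. All 200 genes changed by 4-fold passed it. They were drawn from genes with at least 100 reads in PS1.0, so their recovery does not cover genes with few reads. The simulation covers counting error and no variation between cultures.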

### Homology modeling and structural analysis

Initial models for EcolC_1642 were generated by I‐TASSER server (https://zhanglab.ccmb.med.umich.edu/I‐TASSER/)^37^, using the PSIPRED program^38^ to help validate the secondary structure. Subsequently, the top‐scoring model was submitted to the GalaxyRefine server (http://galaxy.seoklab.org/index.html)^39^ for rebuilding and repacking the side chain as well as suffering an overall structure relaxation by molecular dynamics simulation. Molecular docking was performed using Autodock Vina software (v1.1.2)^40^. Ligand D‐xylose and D‐glucose structure were retrieved from the ZINC site (http://zinc.docking.org/)^41^. Proteins and ligand structures were prepared for docking by using Autodock Tools v1.5.4 (grid box was set to 20 × 20 × 20 Å). All of the structures were visualized and manipulated using UCSF Chimera (v1.13.1)^42^.

### Other analytical procedures

The optical density at 550 nm (OD_550nm_) that represented biomass concentration was measured using an SP‐723 spectrophotometer (Spectrum SHANGHAI, China). Dry cell weight (DCW) was calculated by converting the OD_550nm_ values using a predetermined equation: 1 OD_550nm_ = 0.33 gDCW/l.

### β‐Galactosidase activity

β‐Galactosidase activity was detected as described by Miller^43^. Cells having P_operon_‐lacZ operon fusion were first cultured at 37°C for 12 h in 2 ml of AM1 medium with 10 g/l glucose and then 20 µl of the preculture was inoculated into 2 ml AM1 medium with 10 g/l glucose, incubated at 37°C with shaking. 2 mM cAMP was added as required. 1 ml of cells was collected by centrifugation, and the cell pellets were washed and resuspended in phosphate‐buffered saline (PBS), and then the optical density at 600 nm was measured. The reaction of β‐galactosidase assays was measured by optical density at 420 nm, and the activity of Miller units was calculated as below: activity (*U*) = 1000 × A420/[time (min) × A600 × vol (ml)].

## AUTHOR CONTRIBUTIONS

Xueli Zhang and Changhao Bi designed research; Mengyao Shao, Yong Yu, Di Li, and Huanna Qiu performed research; Xinna Zhu and Feiyu Fan analyzed data; and Xinna Zhu and Xueli Zhang wrote the paper.

## ETHICS STATEMENT

There is no animal used in this study.

## CONFLICT OF INTERESTS

This study has been included in patent applications by the Tianjin Institute of Industrial Biotechnology, Chinese Academy of Sciences.

## Supporting information

Supplementary information.

Supplementary information.

## Data Availability

Data supporting the findings of this study are available within the paper or from the corresponding author upon request. Request for materials should be addressed to the corresponding author. The sequences reported in this paper have been deposited in NCBI's Gene Expression database (accession no. GSE186804).

# Supplementary material for: New xylose transporters support the simultaneous consumption of glucose and xylose in Escherichia coli
**Source:** mLife. 2022 Jun 10;1(2):156–70. doi: 10.1002/mlf2.12021
**Supplement:** Supplementary file 2 — Supplementary information.

**Supporting Information**

**Text S1**

**Gene Editing Using a Two-plasmid based CRISPR/Cas9 method.** In previous work (Yu et al., 2020), we described a two-plasmid based CRISPR/Cas9 method for consecutive gene editing. pRedCas9 as an auxiliary plasmid was for recombination and cleaving, and donor plasmid was to express the gRNA, homologous fragments or integration fragment.

For the deletion of the *zwf* gene in *E. coli*, the donor plasmid pV4-del-zwf was constructed by inserting the zwf-N20-gRNA fragment and donor DNA fragment into plasmid pV4 (Table S1). The primer pair N20-B-F1/N20-B-R1 was used to amplify the fragment of the pV4 backbone, including the elements *cat*, P15A and lacI-Ptrc-cat-N20-gRNA. Using the same pV4 as template, the N20 sequence targeting the *zwf* gene was amplified using the primer pair zwf-N20-B-F2/N20-B-R2, and zwf-N20 was included in the forward primer. Further, the donor DNA for zwf gene deletion was prepared using primer sets zwf-F1/zwf-R1 and zwf-F2/zwf-R2, obtaining up-stream and down-stream homologous sequences, respectively. These three PCR fragments were assembled by Golden Gate technology (Engler et al., 2008), resulting in plasmid pV4-del-zwf. The donor plasmid including pV4-del-pgi and pV4-del-cyaA for *pgi* and *cyaA* genes deletions were prepared in the same way (Table S1). Primers used are also listed in Table S1.

**Modulation and Deletion of Genes by λ-Red recombination system.** The **λ-**Red recombination system was used to modulate and deletion some genes. First, a two-step homologous recombination method (Chen et al., 2014) was used to modulate *EcolC_1642** operon and *gatABC** operon with artificial regulatory part M1-93 (Lu et al., 2012), which strength is 5-times of induced *E. coli* *lacZ* promoter. Second, a one-step homologous recombination method was used to delete *EcolC_1640*, *EcolC_1641* and *EcolC_1642* genes, and *araFGH* and *araBDA* operons as described by Datsenko (Datsenka 2001).

**Integration of *P_operon_*-lacZ Operon Fusion into the Genome with ΔcyaA Background**. The *cyaA* gene was deleted in *E. coli* ATCC 8739 to generate the ΔcyaA strain. This strain was used to construct a *P_operon_*-lacZ operon by changing the native promoter of *lacZ* gene to promoter-operater of EcolC_1643 operon.

The DNA fragment including the promoter-operator region of *EcolC_1643* operon (corresponding to positions 204 to 1 in Fig. 3A) was amplified by PCR with the primer sets P_operon_-up/P_operon_-down and *E. coli* ATCC 8739 genomic DNA as a template (Zhang et al., 2009). The amplified fragment was inserted into the pEASY-Blunt vector (Beijing TransGen Biotech Co., Ltd) to generated pP_operon_-WT.

Site-directed mutagenesis was performed for introducing site-specific mutations into the putative cAMP-CRP element and IHF element. Using pP_operon_-WT as template, the mutagenic primer sets CRP-mut-up/CRP-mut-down, IHF-mut-up/IHF-mut-down, CRP-IHF-mut-up/CRP-IHF-mut-up, were performed for construction plasmids containing mutations of cAMP-CRP- and IHF- binding elements individually or in combined, generating pP_operon_-CRP, pP_operon_-IHF, and pP_operon_-CRP-IHF.

The native promoter (122 bp) of *lacZ* in the ΔcyaA strain was replaced by the promoter-operator (204 bp) of *EcolC_1643* operon through two-step recombination methods (Tan et al., 2014). In the first recombination, *cat-sacB* cassette was amplified with primer set lacZ-cat-up/lacZ-sacB-down and pXZ-CS as template and used to replace *lacZ* promoter in the ΔcyaA strain. In the second recombination, the promoter-operater of *EcolC_1643* operon including wild-type and mutations were amplified with a primer set P_operon_-lacZ-up/P_operon_-lacZ-down and pP_operon-_WT, pP_operon_-CRP, pP_operon_-IHF, and pP_operon_-CRP-IHF as templates and used to replace *cat-sacB* cassette by selection for resistance to sucrose. Cells containing *sacB* gene accumulate levan during incubation with sucrose and are killed. Surviving recombinants are highly enriched for loss of cat-sacB cassette (Jantama et al., 2008; Zhang et al., 2007).

**Costruction of EcolC_1642 Mutations.** The DNA fragmenet including wild-type *EcolC_1642* gene and mutate *EcolC_1642**(N13S) gene were amplified by PCR with the primer sets 1642-CX-up/1642-CX-down, and *E. coli* ATCC 8739 genomic DNA and strain AE1.0 DNA as a template, respectively. The amplified fragment was inserted into the pEASY-Blunt vector (Beijing TransGen Biotech Co., Ltd) to generated pEASY-1642-WT and pEASY-1642-N13S. To generate pEASY-1642-P100S, pEASY-1642-N124S with single mutation, and pEASY-1642-P100S/N13S, pEASY-1642-N124S/N13S with combined mutation, site-directed mutagenesis was used as described above. by desinating mutations on primers

These mutantions *EcolC_1642* gene including single muatation P100S, N124S and combined mutation P100S/N13S, N124/N13S were integrated into strain PS1.0 to replace the wild-type *EcolC_1642* gene using two-step homologous recombination as described above. Generating strain P100S, N124S, P100S/N13S, and N124S/N13S.

**Co-consumption Assessment.** Co-consumption were assessed using AM1 mineral salt media supplemented with glucose and xylose at each concentration of 50 g·L^-1^. Seed culture were grown overnight (16 h) in AM1 medium supplemented with 2% sugar. For each experiment, *E. coli* was grown at 37 ℃ in a pH-controlled fermentation vessel with the initial cell density at OD_550nm_ of 0.1 as previously described (Zhu et al., 2014). Glucose and xylose were measured by HPLC.

**Figure S**

Fig. S1. Co-utilization of glucose-xylose mixtures for the strain HQ304 using AM1 medium. 50 g/L of each sugar as initial concentration, The data points represent averages and standard deviations of three replicates.

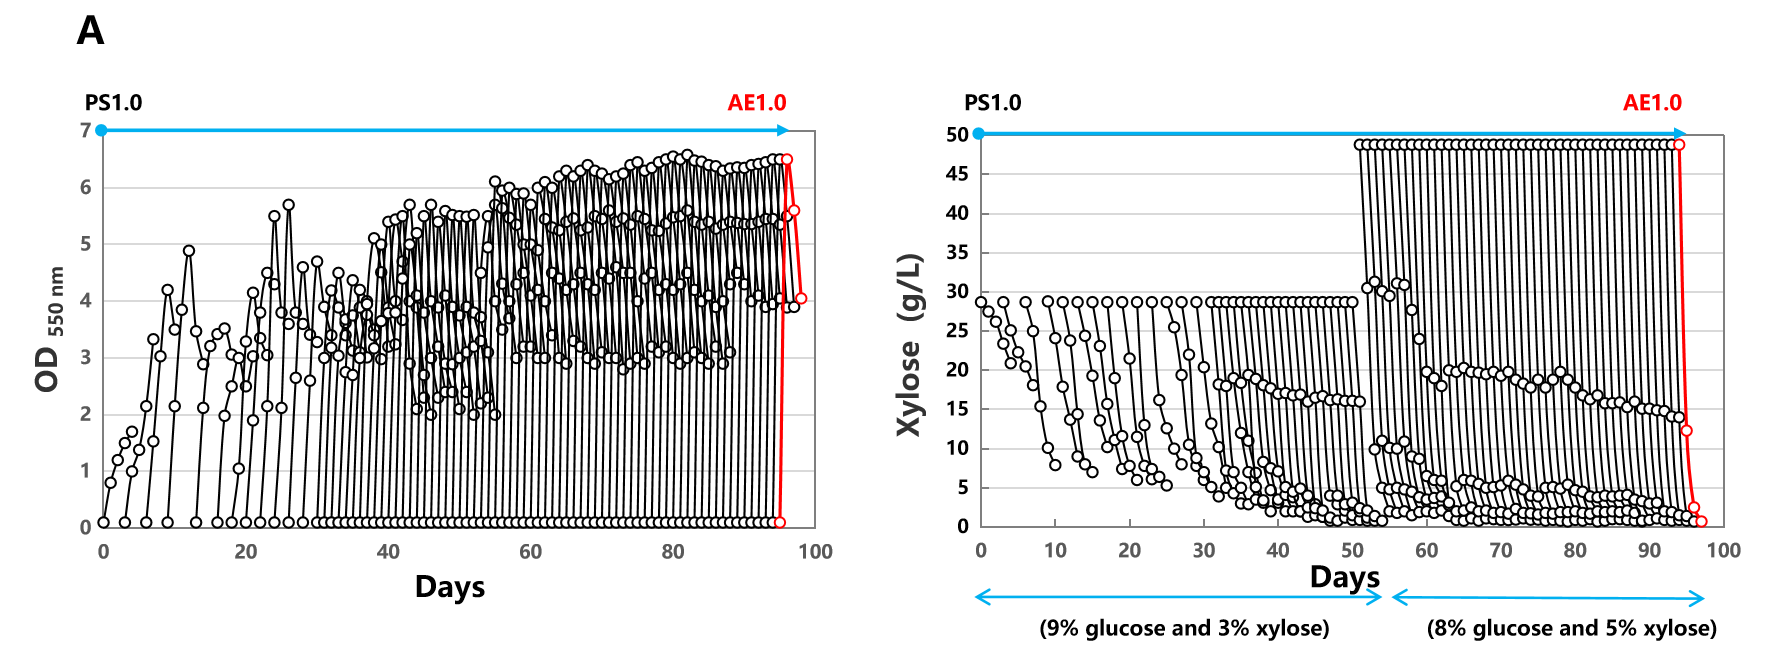

**
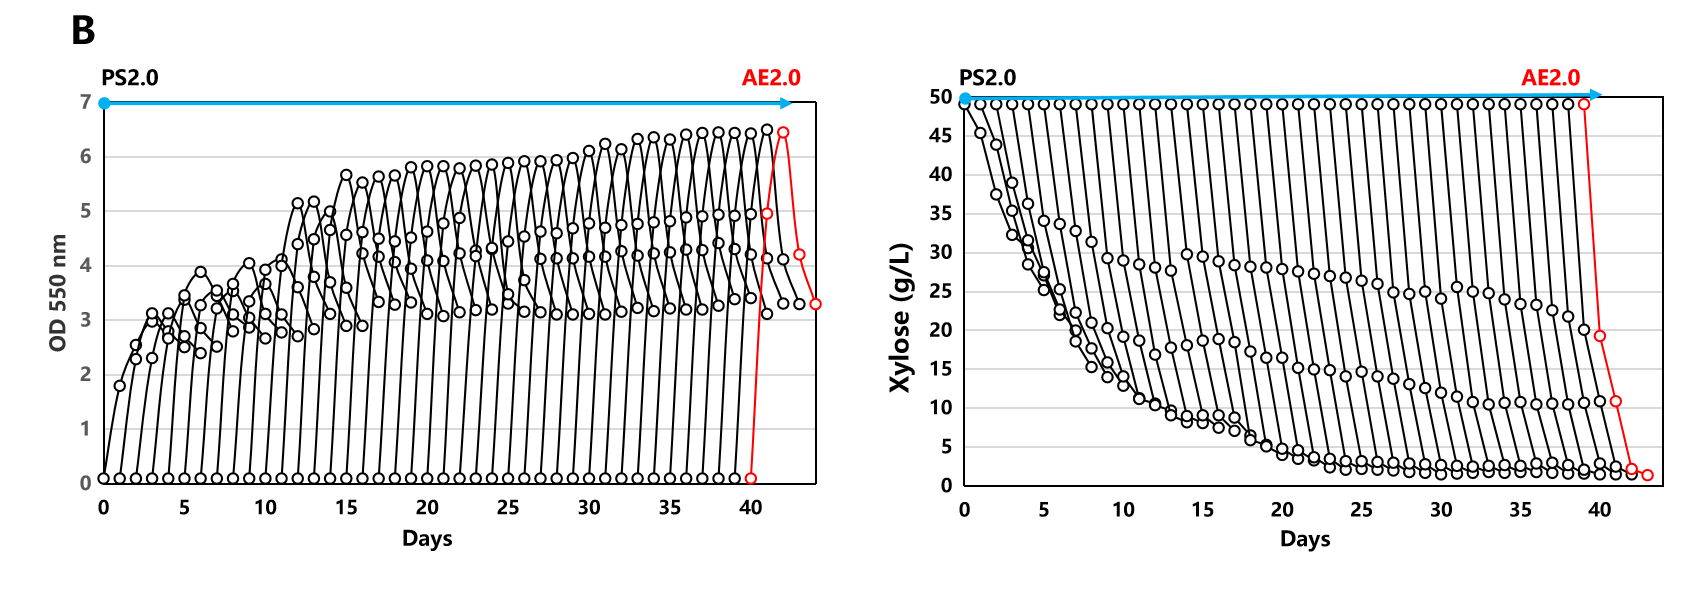
**

Fig. S2. New transporters were enriched and selected by adaptive evolution. (A) Starting strain PS1.0 was sequentially transferred in AM1 medium containing 9% glucose and 3% xylose at beginning 30 generation, and 8% glucose and 5% xylose after that for 50 generation. (B) Stating strain PS2.0 (AE1.0, ΔEcolC_1642*) was transferred in AM1 medium containing 8% glucose and 5% xylose for 38 generations. The red line indicates the culture used to isolate the strain AE1.0 and AE2.0.

**
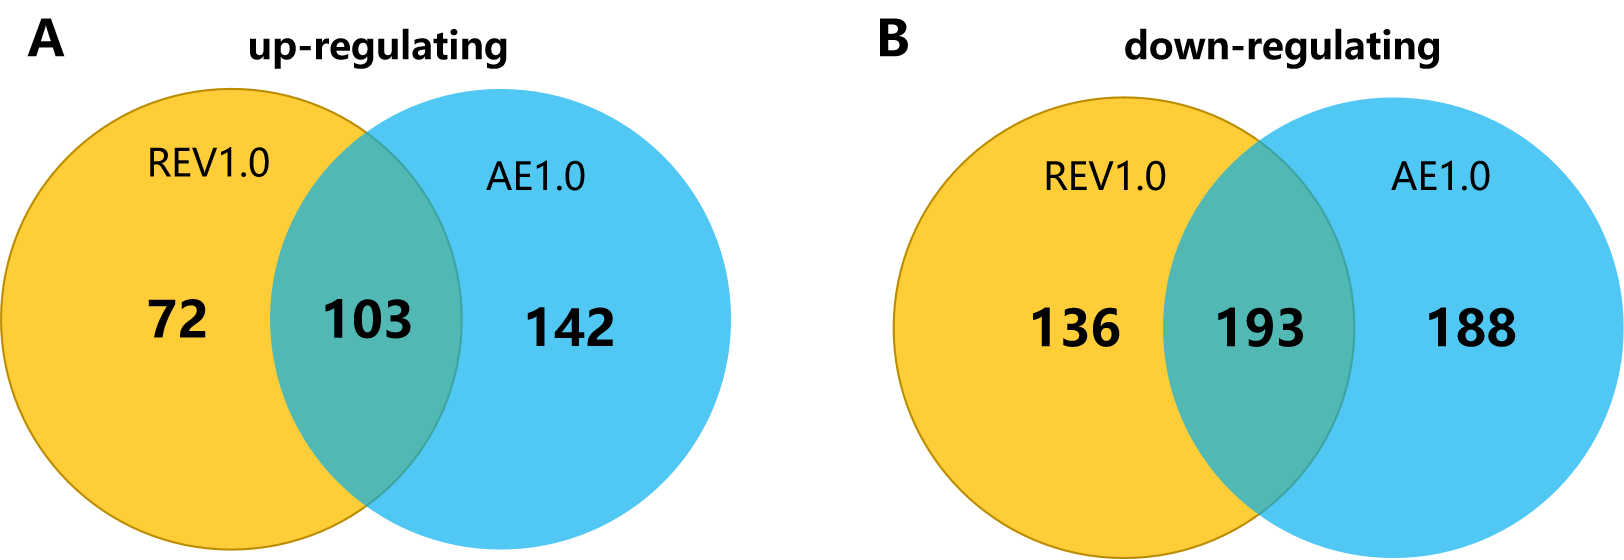
**

Fig. S3. Venn diagram of the transcriptome data in the strain REV1.0 (Precursor strain PS1.0 with *cyaA* gene deletion) and AE1.0 (Evolved strain PS1.0 with *cyaA* gene deletion), showing that cAMP-CRP involved in regulation of many genes expression.

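By the limit of 2-fold, 110 genes were upregulated in REV1.0 and not in AE1.0, and 171 in AE1.0 and not in REV1.0. The corresponding numbers of downregulated genes were 266 and 743.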

**
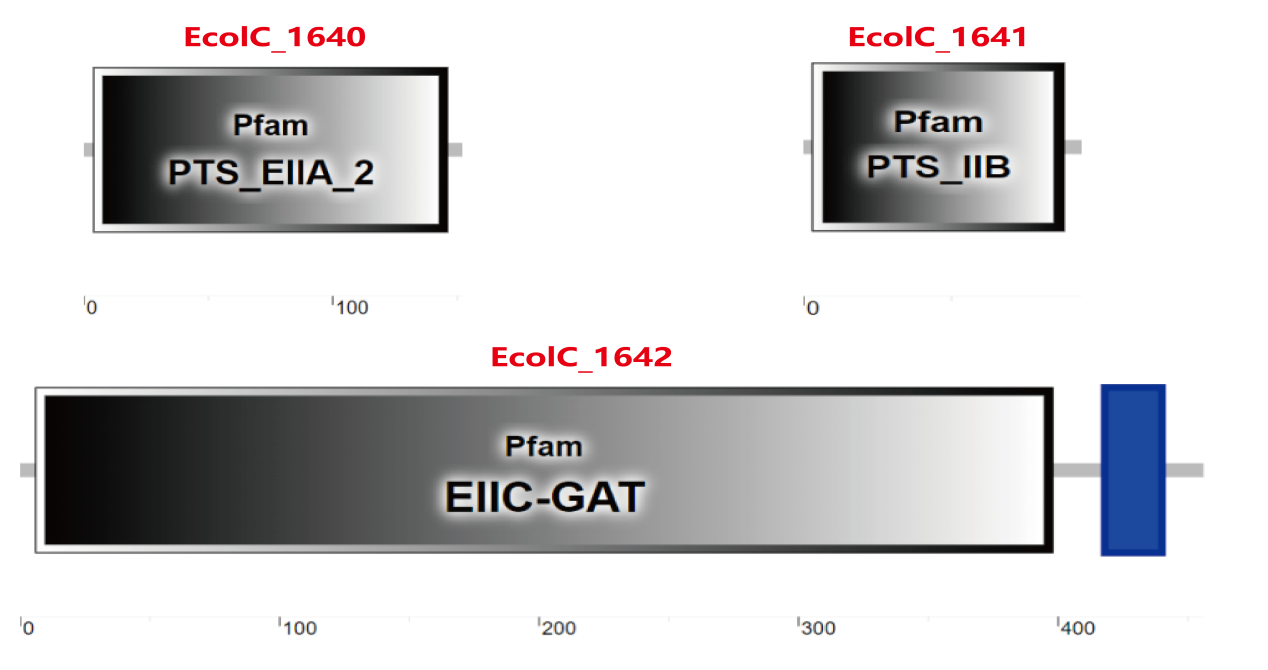
**

Fig. S4. Domain prediction of GalABC (encoded by *EcolC_1640, EcolC_1641 and EcolC_1642 genes*) using SMART online. These three proteins had typical enzyme EIIA-like (PF00359) (E-value, 4.4e-28), EIIB-like (PF02302) (E-value, 6.5e-13) and EIIC-like (PF03611) (E-value, 4.5e-60) domains, suggesting that GalABC is a PTS (phosphotransferase system) transporter.

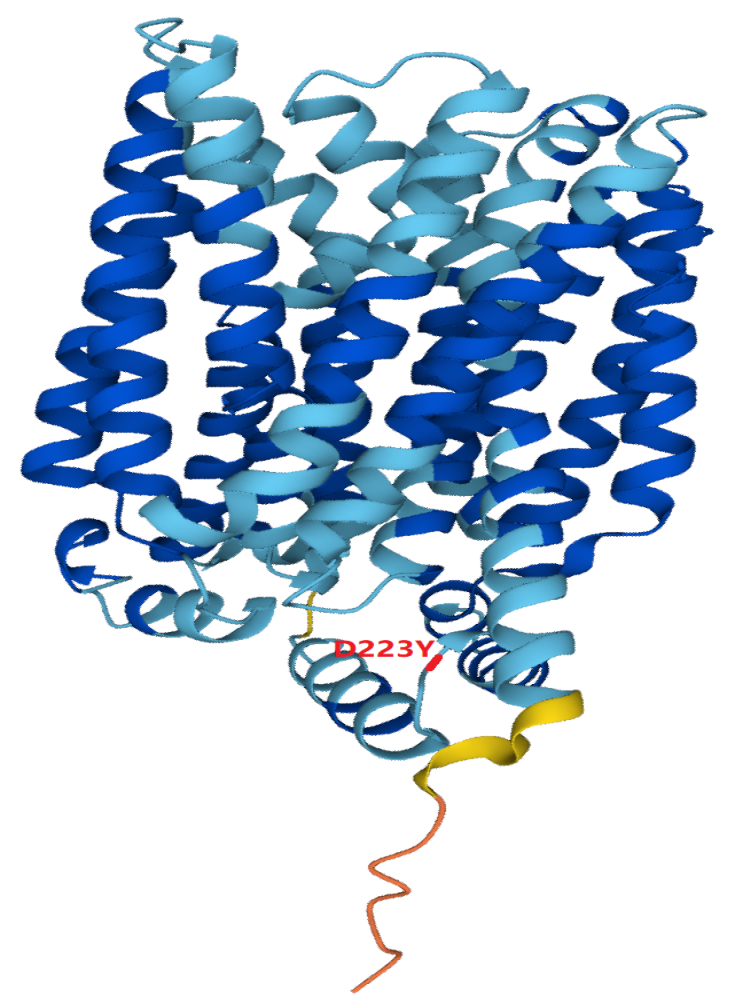

Fig. S5. The model structure of AraE in the UniProt online database (https://www.uniport.org/uniport/P0AE24). The D223Y (Red) position is located in the cytoplasmic loop between the 6th and 7th transmembrane helices.

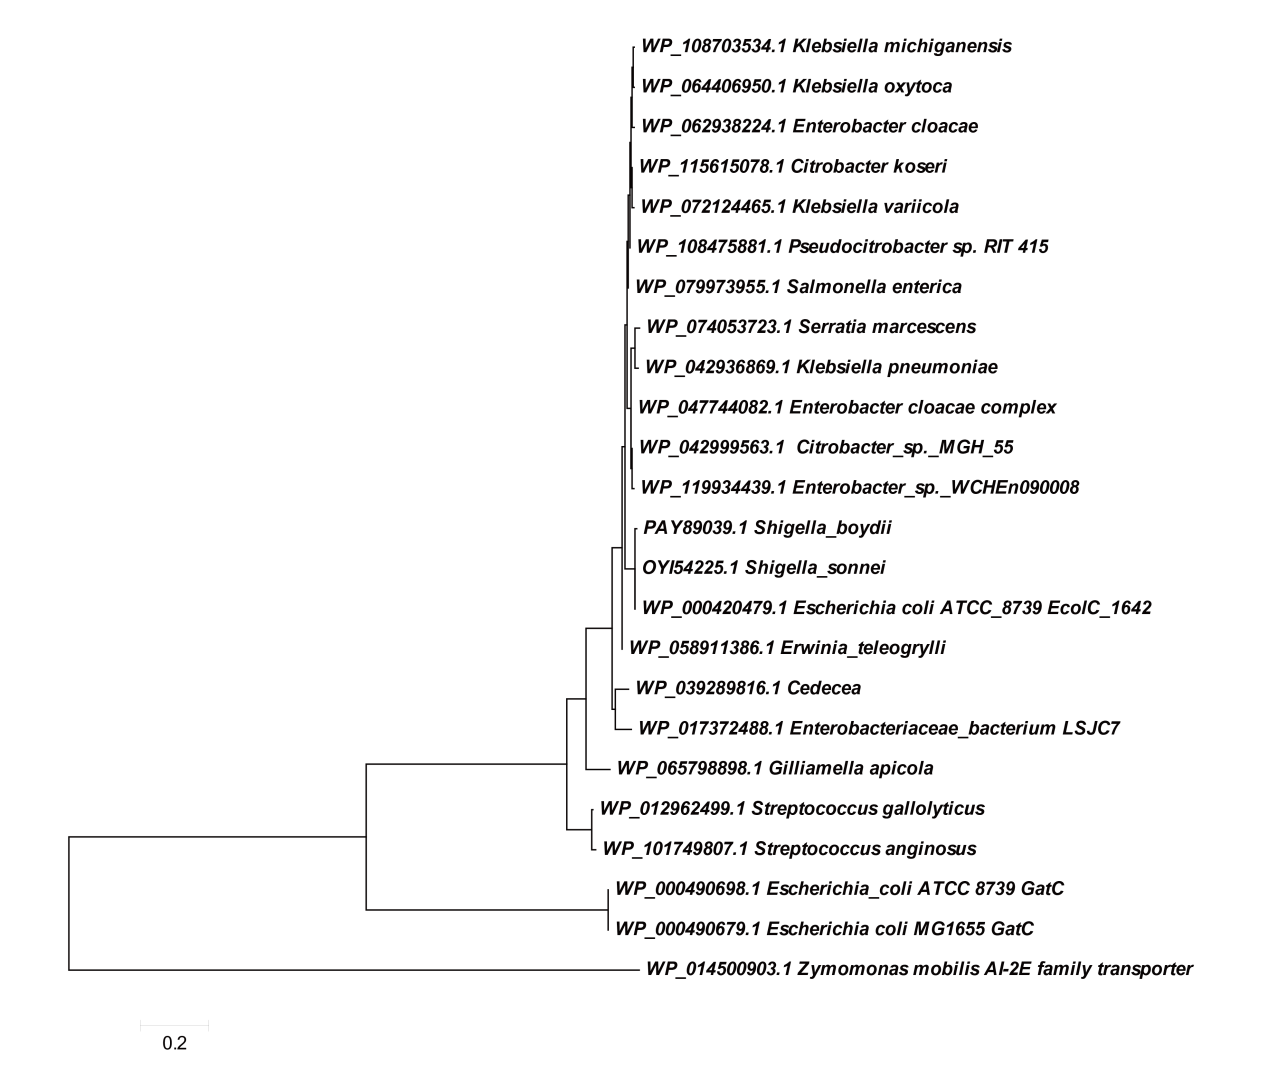

Fig. S6. Phylogenetic tree of EcolC_1642. The tree was constructed using Maximum Likelihood Tree approach.

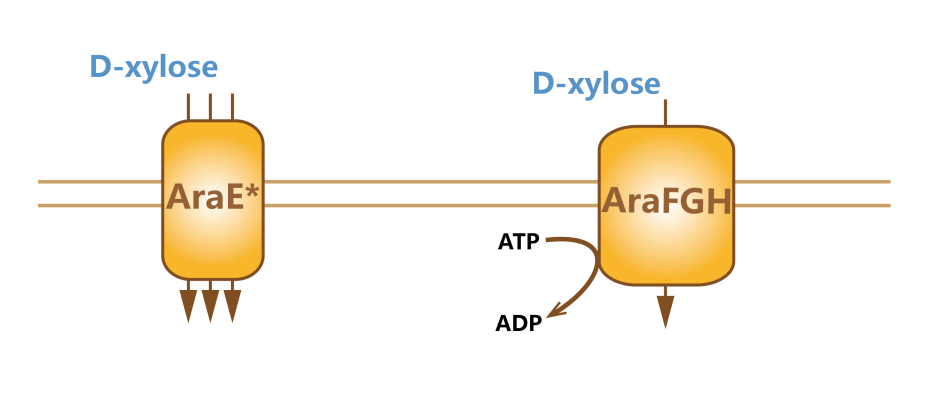

Fig. S7. Schematics of the contribution about AraE* and AraFGH on xylose transport. AraE* is the main xylose transporter, contributing 75% of the xylose flux through transportation, while AraFGH is the auxiliary transporter, contributing 25% to xylose flux.

**Table S**

**Talbe S1. Strains, plasmids, and primers used in this study**

**Table S2 Comparison of sugar utilization by representative engineered *E. coli* strains**

| **Strains^a^** | **Genetic modifications** | **Utilization rate**  **(g/gDWC·h)** | | **q_gluc/_q_xyl_**  **(mol/mol)** | **Specific growth rate (h^-1^)** | **Cell mass**  **(g/L)** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **Glucose** | **Xylose** |  |  |  |
| HQ304 | - | 0.69 ±0.02 | 0.35 ±0.02 | 1.64 | 0.17 ±0.01 | 1.31±0.01 |
| PS1.0 | HQ304, Δ*zwf*, Δ*pgi* | 0 | 0.1±0.01 | - | 0.05±0.00 | 0.41±0.00 |
| AE1.0 | PS1.0, Evolved strain | 0.02±0.003 | 0.8±0.01 | - | 0.25 ±0.01 | 1.98±0.01 |
| Rec1.0 | AE1.0, recovering *zwf* and *pgi* | 0.71 ±0.03 | 0.63 ±0.03 | 0.94 | 0.26 ±0.01 | 2.05±0.01 |
| PS2.0 | AE1.0, Δ*EcolC_1642** | 0 | 0.16±0.01 | - | 0.023±0.01 | 0.18±0.01 |
| AE2.0 | PS2.0, evolved strain | 0.02±0.001 | 0.82±0.02 | - | 0.21±0.01 | 1.63±0.01 |
| Rec2.0 | HQ302, recovering *zwf* and *pgi* | 0.76±0.02 | 0.66±0.01 | 0.95 | 0.23 ±0.01 | 1.82±0.02 |

**^a^** Fermentations were performed in AM1 with 5% glucose and 5% xlyose.

**Table S3 Transcriptome results of adaptively evolved strains AE1.0 and AE2.0**

| **Gene** | **Name** | **Product** | **PS1.0 FPKM** | **AE1.0 FPKM** | **PS2.0 FPKM** | **AE2.0 FPKM** | **AE1.0/PS1.0** | **AE2.0/PS2.0** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| EcolC_4201 | *cyaA* | adenylate cyclase | 97 | 0 | 0 | 0 | 0 | 0 |
| EcolC_1643 | - | ribose/galactose 5-phosphate isomerase | 26 | 1842 | 7303 | 1155 | 71.25 | 0.16 |
| EcolC_1642 | - | PTS galactitol transporter subunit IIC | 30 | 1794 | 179 | 47 | 59.72 | 0.26 |
| EcolC_1641 | - | PTS galactitol transporter subunit IIB | 21 | 1420 | 35 | 2 | 67.26 | 0.06 |
| EcolC_1640 | - | PTS galactitol transporter subunit IIA | 39 | 1939 | 82 | 24 | 50.16 | 0.29 |
| EcolC_0874 | *araE* | arabinose-proton symporter | 95 | 47 | 24 | 1378 | 0.49 | 58.38 |
| EcolC_1734 | *araF* | L-arabinose-binding periplasmic protein | 627 | 10 | 192 | 451 | 0.02 | 2.35 |
| EcolC_1735 | *araG* | arabinose import ATP-binding protein AraG | 339 | 14 | 34 | 297 | 0.04 | 8.79 |
| EcolC_1736 | *araH* | arabinose ABC transporter permease | 585 | 23 | 56 | 217 | 0.04 | 3.90 |
| EcolC_3593 | *araC* | Arabinose operon regulatory protein | 117 | 40 | 107 | 357 | 0.34 | 3.34 |
| EcolC_3594 | *araB* | Ribulokinase | 163 | 50 | 30 | 6097 | 0.31 | 200.29 |
| EcolC_3595 | *araA* | L-arabinose isomeraes | 334 | 69 | 32 | 5704 | 0.21 | 180.72 |
| EcolC_3596 | *araD* | L-ribulose-5-phosphate-4-epimerase | 283 | 54 | 23 | 5788 | 0.19 | 249.89 |

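Table S3 lists FPKM values of the operon genes, the arabinose genes and cyaA in PS1.0, AE1.0, PS2.0 and AE2.0. FPKM is the number of fragments on a gene divided by the length of its coding sequence and by the fragments of the library, so that genes of different length and libraries of different depth can be set side by side. For cyaA (EcolC_4201), with a coding sequence of 2547 bp, the FPKM was 110.2 in PS2.0 and 272 in AE2.0, from 905 and 1249 reads. Reads from the part of cyaA that remains in AE1.0 and its descendants are counted on the same identifier. Their FPKM still divides by the full coding length, so it understates the level of the remaining part. EcolC_1643 had an FPKM of 7303 in PS2.0 and 1155 in AE2.0, whereas EcolC_1640 and EcolC_1641 had 82.4 and 34.8 in PS2.0.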

FPKM: Fragments Per Kilobase per Million.

**Table S4 The effects of *EcolC_1642*, *EcolC_1641*, *EcolC_1640*, *araFGH* and *araBDA* gene deletion on xylose utilization**

| Strain | Xylose utilization rate (g/gDCW·h) | Specific growth rate (h^-1^) | Cell mass  (g/L) |
| --- | --- | --- | --- |
| REV1.0 (PS1.0, ∆*cyaA*) | 0.54±0.02 | 0.17±0.02 | 1.38±0.02 |
| REV1.0, ∆1642*::FRT-km-FRT* | 0.11±0.02 | 0.04±0.01 | 0.43±0.01 |
| REV1.0, ∆1641*::FRT-km-FRT* | 0.12±0.01 | 0.04±0.01 | 0.42±0.00 |
| REV1.0, ∆1640*::FRT-km-FRT* | 0.12±0.01 | 0.04±0.01 | 0.46±0.00 |
| REV2.0 (PS2.0, introducing *araC**(L156I)) | 0.51±0.01 | 0.18±0.01 | 1.42±0.02 |
| REV2.0, ∆*araFGH::FRT-km-FRT* | 0.39±0.02 | 0.14±0.00 | 1.08±0.01 |
| REV2.0, ∆*araBDA::FRT-km-FRT* | 0.52±0.01 | 0.18±0.01 | 1.45±0.01 |

**Table S5 Comparison of glucose and xylose co-utilization capabilities of engineered *E. coli* strains**

| Strain | Genetics | Culture | Utilization rate (g/gDCW·h) | | q_gluc_/q_xyl_  (mol/mol) | References |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Glucose | Xylose |  |  |
| IT1168 | Δ*ptsG* | Anaerobic, LB  4% glucose, 4% xylose | 0.21 | 0.28 | 0.63 | Nichols et al., 2001 |
| W3110C | Δ*ccr* | Anaerobic, AM1  2% glucose, 2% xylose | 0.37 | 0.38 | 0.81 | Liang et al., 2015 |
| PC05^a^ | Crp* | Aerobic, LB  2% glucose, 2% xylose | 0.18 | 0.4 | 0.38 | Cirino et al., 2006 |
| KO11  LY168^a^ | Δ*mgsA* | Anaerobic, AM1  5% glucose, 5% xylose | 0.75 | 0.38 | 1.64 | Yamano et al., 2009 |
| AS1600^a^ | GalP* | Anaerobic, AM1  5% glucose, 5% xylose | 0.52 | 0.40 | 1.08 | Sawisit et al., 2015 |
| KO11  XW043 | XylR* | Anaerobic, AM1  5% glucose, 5% xylose | 0.69 | 0.57 | 1.01 | Sievert et al., 2017 |
| Rec1.0 | EcolC_1642* | Anaerobic, AM1  5% glucose, 5% xylose | 0.71 | 0.63 | 0.94 | This work |
| Rec2.0 | AraE* | Anaerobic, AM1  5% glucose, 5% xylose | 0.76 | 0.66 | 0.95 | This work |

^a^The utilization rate of glucose and xylose were calculated by the data shown up in their context.

**Table S6 Xylose utilization by *E. coli* strains having *gatABC** and *EcolC_1642** genes modulated by artificial promoter**

| **Strain** | **Genetics** | **Xylose utilization rate (g/gDWC/h)** | **Specific growth rate (h^-1^)** | **Cell mass(g/L)** |
| --- | --- | --- | --- | --- |
| YM016 | PS1.0, introducing *gatC** (S184L) | 0.12±0.02 | 0.02±0.00 | 0.17±0.02 |
| YM017 | YM016, M1-93-*gatABC** | 0.11±0.01 | 0.02±0.00 | 0.17±0.01 |
| HQ408 | PS1.0, introducing *EcolC_1642** (N13S) | 0.31±0.04 | 0.09±0.01 | 0.73±0.01 |
| HQ409 | HQ408, M1-93-*EcolC_1642** | 0.54±0.02 | 0.13±0.01 | 1.03±0.02 |

**Table S7 The effect of *EcolC_1642* mutations on xylose utilization**

| Strain | Genetics | Xylose utilization rate (g/gDCW·h) | Specific growth rate (h-1) | Cell mass  (g/L) |
| --- | --- | --- | --- | --- |
| PS1.0 | - | 0.10±0.02 | 0.02±0.00 | 0.14±0.00 |
| HQ408 | PS1.0, *EcolC_1642* (N13S) | 0.31±0.04 | 0.09±0.01 | 0.73±0.01 |
| P100S | PS1.0, *EcolC_1642* (P100S) | 0.27±0.02 | 0.01±0.01 | 0.76±0.02 |
| N124S | PS1.0, *EcolC_1642* (N124S) | 0.23±0.03 | 0.09±0.01 | 0.72±0.01 |
| P100S/N13S | PS1.0, *EcolC_1642* (P100S /N13S) | 0.36±0.03 | 0.09±0.01 | 0.73±0.02 |
| N124S/N13S | PS1.0, *EcolC_1642* (N124S/N13S) | 0.33±0.02 | 0.09±0.01 | 0.69±0.01 |

**Table S8 Other gene expression in CyaA inactivate strain**

| **Gene** | **Name** | **Product** | **PS1.0**  **FPKM** | **AE1.0 FPKM** | **AE2.0 FPKM** | **AE1.0/PS1.0** | **AE2.0/PS1.0** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Glycolysis pathway** | | | | | | | |
| EcolC_0771 | *galP* | galactose-proton symporter | 20727 | 10681 | 7747 | 0.52 | 0.37 |
| EcolC_1281 | *glk* | glucokinase | 28784 | 484 | 182 | 0.02 | 0.01 |
| EcolC_4102 | *pfkA* | 6-phosphofructokinase | 334 | 702 | 468 | 2.10 | 1.40 |
| EcolC_0785 | *fbaA* | fructose bisphosphate aldolase class I I | 1482 | 3605 | 3519 | 2.43 | 2.37 |
| EcolC_4099 | *tpiA* | triose phosphate isomerase | 672 | 1792 | 1338 | 2.67 | 1.99 |
| EcolC_1853 | *gapA* | glyceraldehyde 3-phosphate dehydrogenase A | 2957 | 14300 | 20023 | 4.84 | 6.77 |
| EcolC_0784 | *pgk* | phosphoglycerate kinase | 816 | 1547 | 1240 | 1.90 | 1.52 |
| EcolC_2907 | *gpmA* | phosphoglycerate mutase 1 | 760 | 764 | 680 | 1.01 | 0.89 |
| EcolC_0933 | *eno* | enolase | 499 | 4727 | 4046 | 9.47 | 8.11 |
| EcolC_4005 | *pgi* | glucosephosphate isomerase | 69 | 230 | 421 | 3.33 | 6.10 |
| EcolC_1778 | *pykF* | pyruvate kinase II | 648 | 1203 | 1818 | 1.86 | 2.81 |
| EcolC_1955 | *pykF* | pyruvate kinase I | 153 | 514 | 401 | 3.36 | 2.62 |
| EcolC_4060 | *ppc* | phosphoenolpyruvate carboxylase | 307 | 1487 | 994 | 4.85 | 3.24 |
| **The metabolism of sugars related to cAMP-CRP** | | | | | | | |
| EcolC_3281 | *lacZ* | beta-galactosidase | 6 | 2 | 2 | 0.43 | 0.34 |
| EcolC_3282 | *lacY* | lactose permease | 7 | 1 | 1 | 0.18 | 0.18 |
| EcolC_3283 | *lacA* | galactoside O-acetyltransferase | 3 | 2 | 0 | 0.72 | 0.00 |
| *EcolC_1551* | *gatY* | tagatose-1,6-bisphosphate aldolase | 4 | 1 | 2 | 0.14 | 0.51 |
| EcolC_1552 | *gatZ* | tagatose-1,6-bisphosphate aldolase | 4 | 2 | 0 | 0.44 | 0.12 |
| EcolC_1553 | *gatA* | galactitol-specific phosphotransferase enzyme IIA component | 1 | 0 | 0 | 0.00 | 0.00 |
| EcolC_1554 | *gatB* | galactitol-specific phosphotransferase enzyme IIB component | 0 | 0 | 0 | 0.00 | 0.00 |
| EcolC_1555 | *gatC* | PTS galactitol transporter subunit IIC | 10 | 4 | 4 | 0.43 | 0.36 |
| EcolC_1556 | *gtaD* | galactitol-1-phosphate 5-dehydrogenase | 8 | 3 | 2 | 0.39 | 0.20 |
| EcolC_3994 | *malK* | maltose/maltodextrin import ATP-binding protein MalK | 525 | 10 | 7 | 0.02 | 0.01 |
| EcolC_3995 | *malE* | maltose-binding periplasmic protein | 1788 | 69 | 37 | 0.04 | 0.02 |
| EcolC_3996 | *malF* | maltose ABC transporter permease | 465 | 30 | 9 | 0.06 | 0.02 |
| EcolC_3997 | *malG* | maltose ABC transporter permease | 1036 | 39 | 20 | 0.04 | 0.02 |
| EcolC_3993 | *lamB* | maltoporin | 854 | 27 | 8 | 0.03 | 0.01 |
| EcolC_3992 | *malM* | maltose operon protein | 427 | 32 | 14 | 0.07 | 0.03 |
| EcolC_2017 | *manA* | mannose-6-phosphate isomerase | 162 | 228 | 130 | 1.41 | 0.80 |

FPKM: Fragments Per Kilobase per Million.

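Table S8 sets the FPKM of each gene in AE1.0 and AE2.0 over that in PS1.0. A ratio for a gene with few reads is imprecise. lacA (EcolC_3283), for example, had 11 reads in PS1.0, 8 in AE1.0 and 0 in AE2.0, and its 95% interval for AE1.0 ran from 0.251 to 1.96. The genes EcolC_1778 and EcolC_1955, which the table lists as different pyruvate kinases under the same name pykF, were 1.86-fold and 3.36-fold higher in AE1.0.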

**References**

Engler C, Kandzia R, Marillonnet S (2008) A one pot, one step, precision cloning method with high throughput capability. PLoS One 3, e3647.

Chen J, Zhu X, Tan Z, Xu H, Tang J, Xiao D, Zhang X (2014) Activating C4-dicarboxylate transporters DcuB and DcuC for improving succinate production. *Appl Microbiol Biotechnol* 98 (5):2197-2205. doi:10.1007/s00253-013-5387-7.

Cirino PC, Chin JW, Ingram LO (2006) Engineering *Escherichia coli* for xylitol production from glucose-xylose mixtures. *Biotechnol Bioeng* 95(6):1167-1176.

Lu J, Tang J, Liu Y, Zhu X, Zhang T, Zhang X (2012) Combinatorial modulation of *galP* and *glk* gene expression for improved alternative glucose utilization. *Appl Microbiol Biotechnol* 93(6):2455-2462.

Nichols NN, Dien BS, Bothast RJ (2001) Use of catabolite repression mutants for fermentation of sugar mixtures to ethanol. *Appl Microbiol Biotechnol* 56(1-2):120-125.

Qiu H, Zhao D, Man S, Bi C, Zhu X, Zhang X (2018) Construction of promoter with tight regulation on chromosome of *Eshcherichia coli*. *Microbiol. China*. 45, 1693-1704.

Tan Z, Zhu X, Chen J, Li Q, Zhang X. (2013) Activating phosphoenolpyruvate carboxylase and phosphoenolpyruvate carboxykinase in combination for improvement of succinate production. *Appl Environ Microb* 79(16):4838-4844.

Sawisit A, Jantama K, Zheng H, Yomano LP, York SW, Shanmugam KT, Ingram LO (2015) Mutation in *galP* improved fermentation of mixed sugars to succinate using engineered *Escherichia coli* AS1600a and AM1 mineral salts medium. *Bioresour Technol* 193:433-441.

Sievert C, Nieves LM, Panyon LA, Loeffler T, Morris C, Cartwright RA, Wang X (2017) Experimental evolution reveals an effective avenue to release catabolite repression via mutations in XylR. *Proc Natl Acad Sci* U S A 114(28):7349-7354.

Yomano LP, York SW, Shanmugam KT, Ingram LO (2009) Deletion of methylglyoxal synthase gene (*mgsA*) increased sugar co-metabolism in ethanol-producing *Escherichia coli*. *Biotechnol Lett* 31(9):1389-1398.

Zhao D, Yuan S, Xiong B, Sun H, Ye L, Li J, Zhang X, Bi C (2016) Development of a fast and easy method for *Escherichia coli* genome editing with CRISPR/Cas9. *Microbial Cell Factories* 15 (1):205. doi:10.1186/s12934-016-0605-5.

Zhao J, Li Q, Sun T, Zhu X, Xu H, Tang J, Zhang X, Ma Y. (2013) Engineering central metabolic modules of *Escherichia coli* for improving beta-carotene production. *Metab Eng* 17:42-50.

Zhu X, Tan Z, Xu H, Chen J, Tang J, Zhang X (2014) Metabolic evolution of two reducing equivalent-conserving pathways for high-yield succinate production in *Escherichia coli*. *Metab Eng* 24:87-96. doi:10.1016/j.ymben.2014.05.003

Zhu X, Zhao D, Qiu H, Fan F, Man S, Bi C, Zhang X (2017) The CRISPR/Cas9-facilitated multiplex pathway optimization (CFPO) technique and its application to improve the *Escherichia coli* xylose utilization pathway. *Metab Eng* 43 (Pt A):37-45. doi:10.1016/j.ymben.2017.08.003.

How the deposited data were processed for this re-analysis (not part of the article)

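Transcriptomes of 6 E. coli strains were examined, 3 for each round of evolution: the precursor strains PS1.0 and PS2.0, the evolved strains AE1.0 and AE2.0, and the reverse-engineered strains REV1.0 and REV2.0. Each strain had 1 library, from cells grown in AM1 medium with 50 g/l of each sugar. The sample labels and the paper gave the strain of each library.

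The authors trimmed the reads with NGS QC Toolkit, aligned them with Bowtie 2 to the genome of the parent strain, and deposited for each of 4200 genes the count of unambiguously aligned reads from HTSeq-count. The authors also deposited an FPKM per gene and the length of its coding sequence. The annotation release and the handling of strand are not stated in the paper's text. In 1 deposited table the FPKM column carried the name of another strain, so this 1 column of per-sample values was not used, and the FPKM of PS2.0 was computed from its counts. For 6 arabinose gene values of AE2.0 and REV2.0 the deposited FPKM did not correspond to the count, and both are given.

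Folds are ratios of FPKM between 2 libraries. The 95% intervals are exact Clopper-Pearson intervals on the share of reads, turned into ratios with the library totals, and cover counting error only. A fold against a library with 3 reads or fewer is given as a bound. Genes were counted as changed at a log2 ratio of at least 1 in either direction among genes above 0 FPKM in the libraries compared, which is the limit the methods of the paper name. Gene lists are described by their median log2 ratio and its percentile among 10000 random lists of the same size, drawn from the 100 genes nearest in mean expression to each member. The lists taken from the paper rest on these same libraries and hold genes of shared operons, whereas the random lists draw genes singly. Their percentiles are descriptions and not tests. With 1 library per strain there are no replicate errors, and no p-value across genes was computed.

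The counts of changed genes were repeated with a pseudocount of 1 FPKM, with at least 10 reads in at least one or in every library compared, with the TMM method of edgeR and the size factors of DESeq2 applied to the counts, with library totals that leave out the 10 most abundant genes, with counts thinned at random to the smallest library, with a limit of 2 on the log2 scale, and with the whole 95% interval beyond 2-fold. Folds and medians were repeated with those of these settings that apply to them. These alternatives and the rule for the named genes were fixed before the data were examined, and 6 further settings were added after the data were seen. The named genes were those in the transcriptome text and Tables 1, 3, S3 and S8, the deleted genes, and in each comparison the 5 largest changes each way among genes with at least 100 reads in a library.

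The depth ranged from 1271046 reads in REV2.0 to 6564078 reads in AE1.0, and AE2.0 and REV2.0 had the fewest reads. The calculations were tested on simulated counts, in which 95.13% of the intervals for 3962 genes held the true ratio. All 200 changed genes were recovered, but they were changed by 4-fold and drawn from genes with at least 100 reads in PS1.0. The list method placed 1.5% of 200 lists of unchanged genes outside the central 95%. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

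Gene names were taken from the tables of the paper. The reference gene table at hand covers the K-12 MG1655 assembly ASM584v2, and 0 of the 4200 locus tags matched it, so other genes keep their identifiers and no genome coordinates are given. The genes zwf, ptsI, xylF, xylG and xylH were not analysed here, because no table of the paper pairs them with identifiers.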

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

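Of the tests below, the test of the neighbours of glk was written before their values were seen, and the others were chosen after the result was seen. The paper gives no ratio of expression between PS2.0 and AE1.0 and does not discuss glk in REV1.0.

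In REV1.0, glk was at 0.919 of its level in PS1.0, with 124696 reads, whereas it was 59.5-fold lower in AE1.0. REV1.0 is PS1.0 with cyaA deleted, so in these libraries the deletion of cyaA alone did not come with the fall of glk seen in AE1.0. The value of 0.919 is the observation itself and not a separate test. Scaling between libraries was tested as a source of the difference between AE1.0 and REV1.0. With TMM scaling glk in AE1.0 was at 0.0216 of its level in REV1.0. A change that covers the neighbouring locus tags was tested by whether EcolC_1280 and EcolC_1282 were also lower in AE1.0 than in REV1.0. Their log2 ratios were -1.52 and -6.46, beside -5.77 for glk, and 16.4% of the 4066 genes compared were lower by 1 or more. The FPKM of glk was also low in the strains derived from AE1.0. It was 331 in PS2.0, 182 in AE2.0 and 447 in REV2.0, against 28784 in PS1.0. A local change around glk in AE1.0 is a candidate explanation. It cannot be told apart from an effect of the evolution that acts on these genes together, since either could persist in derived strains. The mutations listed for AE1.0 in Table 1 include none in glk.

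The 6 maltose genes had a median log2 ratio of 5.51 between PS2.0 and AE1.0, with folds from 21.7 to 61.0, although both strains carry the truncated cyaA. With TMM scaling the median was 5.38, so scaling between libraries leaves it in place. A PS2.0 library swapped or mixed with PS1.0 was tested through yifL and cyaY, which are absent in AE1.0 and its descendants. At the PS1.0 level 226 reads would fall on them in PS2.0, and 0 were counted, so that 3 reads would allow at most 1.33% of PS1.0 reads, while the maltose genes stood at 160% of their PS1.0 level. A swap or mixture would therefore not account for them. Contamination from other cultures, and differences in growth between the cultures, were not tested, and the design gives no further library of PS2.0. The pattern is a hypothesis about these 2 libraries.

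Between PS2.0 and AE1.0, 1181 genes were at least 2-fold higher and 667 at least 2-fold lower in PS2.0, among 4080 genes. The paper describes PS2.0 as AE1.0 with EcolC_1642* deleted. EcolC_1642 was 10.0-fold lower in PS2.0 than in AE1.0, which is the direction of this deletion, but 791 reads remained on it. With at least 10 reads in both libraries the numbers were 917 and 601, with TMM scaling 1065 and 794, and with DESeq2 size factors 1060 and 795. With 1 library per strain these numbers cannot be told apart from variation between cultures, and no biological explanation was tested for them.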

How the results depend on the processing

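The alternatives listed in the processing summary were set before the data were examined, apart from those named here as chosen after seeing the data. No paired analysis was possible because each strain has 1 library. In every setting run, the folds of the operon genes in round 1 and of the arabinose genes in round 2 (Table 3), and the medians of the arabinose, glycolysis and sugar lists, kept their direction. The folds of EcolC_1641 in AE1.0 (64.3 to 93.6) and REV1.0 (35.6 to 43.3), of EcolC_1640 (54.0 to 64.4) and EcolC_1643 (65.9 to 79.6) in REV1.0, and of araA (82.9 to 98.5), araB (111 to 131) and araC (5.80 to 7.41) in REV2.0 also stayed within their counting intervals in each of these settings. For the values that moved, the cause was not tested except where a shift is given. An alternative counts as moving a fold where it left the counting interval scaled to the reported fold, and a number of genes where it changed by more than 1.5 times.

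Scaling moved the numbers of changed genes. TMM scaling shifted the median log2 ratio of all genes by 0.21 for REV1.0 and 0.45 for AE1.0 against PS1.0, by -0.08 for REV2.0 and 0.54 for AE2.0 against PS2.0, and by 0.83 for AE2.0 against PS1.0. DESeq2 size factors shifted it by 0.22, 0.48, -0.08, 0.61 and 0.92. With TMM scaling, AE1.0 had 526 upregulated and 695 downregulated genes, the genes shared by REV1.0 and AE1.0 numbered 191 and 299, and AE2.0 had 759 and 967. With DESeq2 size factors, REV1.0 had 346 upregulated genes, AE1.0 551 upregulated and 666 downregulated, the shared genes of round 1 numbered 203 and 285, AE2.0 had 822 and 924, and round 2 shared 246 upregulated genes. The share of upregulated among changed genes went from 23.7% to 38.0% (TMM) and 38.7% (DESeq2) in REV1.0, from 19.3% to 43.1% and 45.3% in AE1.0, from 20.2% to 39.0% and 41.6% for the genes shared in round 1, from 21.3% to 44.0% and 47.1% in AE2.0, and from 23.6% to 38.9% (DESeq2) for the genes shared in round 2.

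The same scalings raised the folds of AE1.0, REV1.0 and AE2.0. With TMM scaling, EcolC_1640, EcolC_1642 and EcolC_1643 were 68.3-fold, 81.3-fold and 97.0-fold higher in AE1.0, and EcolC_1642 was 87.7-fold higher in REV1.0. With DESeq2 size factors these were 69.8, 83.2, 99.2 and 88.3. In AE2.0, TMM scaling gave 263 for araA, 291 for araB, 4.35 for araC, 363 for araD, 84.9 for araE, 3.51 for araF, 12.8 for araG and 5.67 for araH, and DESeq2 size factors gave 276, 306, 4.58, 382, 89.3, 3.69, 13.4 and 5.96. In REV2.0 the scalings start from the counts, where araE, araF, araG and araH were 55.1-fold, 3.32-fold, 6.47-fold and 5.02-fold higher without scaling, and not from the deposited FPKM, and they lowered these folds. TMM scaling gave 52.0 for araE, 3.13 for araF, 6.11 for araG and 4.74 for araH, and DESeq2 size factors gave 52.2, 3.14, 6.13 and 4.75. The median of the arabinose genes was -1.89 and -1.86 in AE1.0, -2.78 and -2.77 in REV1.0, and 5.04 and 5.11 in AE2.0 under the 2 scalings. That of the glycolysis genes was 1.73 and 1.76 in AE1.0, 2.07 and 2.16 in AE2.0, and 1.02 and 1.03 in REV1.0, and that of the sugar genes in AE2.0 was -2.19 and -2.10.

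Library totals without the 10 most abundant genes gave, in REV2.0, 61.8-fold for araE, 3.72 for araF, 7.26 for araG and 5.63 for araH, a median of 4.42 for the arabinose genes, and a median of 1.40 for the glycolysis genes in AE2.0. Thinned counts gave 55.9 for araD in REV2.0, at the edge of its interval, and 3.39 for araF, 6.90 for araG and 5.00 for araH, which differ from the deposited folds but lie within the counting intervals of their reads. For araE, araF, araG and araH in REV2.0 the deposited FPKM and the count do not correspond, and FPKM recomputed from counts, chosen after seeing the data, gave 55.1, 3.32, 6.47 and 5.02. A pseudocount of 1 FPKM gave a median of -1.38 for the sugar genes in AE1.0 and -1.80 in AE2.0.

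Thresholds moved the numbers further. With a limit of 2 on the log2 scale, upregulated and downregulated genes numbered 61 and 192 in REV1.0, 73 and 375 in AE1.0, 33 and 112 shared in round 1, 243 and 343 in REV2.0, 124 and 679 in AE2.0, and 35 and 200 shared in round 2. With the whole 95% interval beyond 2-fold, downregulated genes numbered 351 in REV1.0, 552 in AE1.0, 211 shared in round 1, 481 in REV2.0, 758 in AE2.0 and 297 shared in round 2, and upregulated genes 359 in REV2.0 and 77 shared in round 2. At least 10 reads in every library left 885 downregulated genes in AE2.0.

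Some settings were chosen after seeing the data. Downregulated genes in REV1.0, in AE1.0 and shared by both numbered 442, 680 and 278 with at least 100 reads in at least one library, 252, 394 and 132 with at least 100 reads in every library, 272, 315 and 158 with at least 100 FPKM in at least one library, 320, 379 and 148 with at least 20 FPKM in every library, and 380, 654 and 227 with a limit of 1.5 on the log2 scale. The last setting left 117, 147 and 60 upregulated genes.

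Ranked by FPKM in AE1.0, EcolC_1643, EcolC_1642, EcolC_1641 and EcolC_1640 held ranks 19, 22, 27 and 17, and by FPKM in REV1.0 ranks 13, 9, 31 and 10. Among 171 folds of other named genes, TMM scaling moved 84, DESeq2 size factors 88, library totals without the 10 most abundant genes 17, the pseudocount 3 and thinning 0. TMM scaling changed the direction of 8 of these folds and DESeq2 size factors that of 9. With TMM scaling, cyaA (1.12) and ycdY (1.30) in AE1.0, galP (1.03), glk (1.06) and tpiA (1.12) in REV1.0, and gpmA (1.58) and manA (1.42) in AE2.0 were above their level in PS1.0, and kduI (1.15) in AE2.0 was above its level in PS2.0, and each was below it in the ratio of FPKM. DESeq2 size factors gave 1.14, 1.33, 1.04, 1.07, 1.13, 1.69, 1.51 and 1.21, and put lacA in AE1.0 at 1.00. The depth of AE2.0 and REV2.0, with medians of 42 and 46.5 reads per gene, limits the folds of lowly expressed genes there.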

Differences from the paper's values

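The paper reports 329 downregulated genes in REV1.0, 381 in AE1.0 and 193 shared by both, and the values here were 741, 1218 and 475. Of the alternatives set before the data were examined, the requirement that the whole 95% interval lie beyond 2-fold came within 1.5 times the paper's number for all 3, with 351, 552 and 211. A limit of 2 on the log2 scale did so only for AE1.0, with 375, while it left 73 upregulated genes there against the paper's 245. DESeq2 size factors did so only for the shared genes, with 285. They gave 346, 551 and 203 upregulated genes in REV1.0, in AE1.0 and shared, against the paper's 175, 245 and 103. The pseudocount, both minimums of 10 reads, TMM scaling, library totals without the 10 most abundant genes and thinning closed none of the 3 gaps. Among the settings chosen after seeing the values, at least 20 FPKM in every library gave 320, 379 and 148 downregulated genes beside 180, 256 and 105 upregulated genes, at least 100 reads in every library gave 252, 394 and 132, and at least 100 FPKM in at least one library gave 272, 315 and 158, all within 1.5 times the paper's numbers. At least 100 reads in at least one library, also chosen after seeing the values, gave 442 for REV1.0 and 278 shared. A limit of 1.5 on the log2 scale, chosen after seeing the values, gave 380 and 227. Both settings stayed above that range for AE1.0, with 680 and 654. The limit of 1.5 also left 147 upregulated genes in AE1.0 and 60 shared, against the paper's 245 and 103.

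For cyaA, Table S3 lists an FPKM of 97 in PS1.0 and 0 in AE1.0, PS2.0 and AE2.0, where the values here were 455, 373, 110.2 and 272. The paper's ratio is 0 for AE1.0 to PS1.0 and 0 for AE2.0 to PS2.0, and the ratios here were 0.819 and 2.47. The ratio of 0.819 divides the reads of AE1.0 by the full coding length although part of cyaA is deleted there. It therefore understates the level of the remaining part. None of the alternatives set before the data were examined closed these gaps, with ratios of 0.817 to 1.14 for AE1.0 and 2.45 to 3.77 for AE2.0.

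The paper states that the operon genes had the highest transcription levels among the shared upregulated genes. This held for the fold, where they ranked 1st to 4th, but by FPKM in AE1.0 the highest of them ranked 17 and by FPKM in REV1.0 the highest ranked 9. The paper names galP and glk as the exceptions among the glycolysis genes, and gpmA was also lower in AE2.0, at 0.894-fold by FPKM, as its Table S8 lists, although it was higher with TMM scaling (1.58-fold) and with DESeq2 size factors (1.69-fold).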

Other observations

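The tests below were chosen after the results they bear on were seen.

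The 475 genes that were lower in both AE1.0 and REV1.0 than in PS1.0 were followed into round 2, where cyaA is truncated in all 3 strains. If these genes changed only where cyaA differs, they would lie within the range of matched random lists in round 2. Their median log2 ratio to PS2.0 was -2.07 in AE2.0 over 405 genes and -0.68 in REV2.0 over 460 genes, and both lay at percentile 0 of the random lists, of which 95% had medians from -0.74 to -0.42 and from 0.12 to 0.36. The medians were -1.53 and -0.77 with TMM scaling. The 120 genes that were higher in both strains of round 1 had a median of 1.25 in AE2.0 and 0.91 in REV2.0, both at percentile 100, and of 1.27 and 0.96 without the operon and arabinose genes. The libraries of round 2 took no part in the choice of these genes. The values show that these genes also differed between libraries of strains with the same truncated cyaA. All these medians are ratios to the same PS2.0 library, so a deviation of that library could give them all. The test cannot decide what caused the change in round 1, because cyaA does not differ within round 2. By the genotypes the paper gives, REV1.0 differs from PS1.0 only in cyaA, so a further genetic difference would not account for that strain. Differences between the cultures, such as their growth, were not tested.

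Of the 475 genes lower in round 1, 362 were at least 2-fold higher in PS2.0 than in AE1.0. AE1.0 took part in the choice of these genes, so this number has a part that the choice itself produces.

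The values of Table S3 for cyaA were compared with every gene of the libraries. The explanation tested was that the row holds the values of cyaY. Exactly 1 gene, cyaY (EcolC_4200), had the listed FPKM in all 4 libraries once rounded. The values indicate that the listed numbers may be those of cyaY, which has 202 reads in PS1.0 and 0 in AE1.0, PS2.0 and AE2.0.

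In AE2.0 and REV2.0, 6 arabinose gene values have a deposited FPKM that their count does not give. The explanation tested was that each FPKM was made from another whole number of reads at the same length and library total. The implied read number was within 0.1 of a whole number in 1 of the 6 values, so this was not borne out. In AE2.0 araF had 828 reads and an implied number of 805, and araC 507 and 565. In REV2.0 araE had 2345 and 1800, araF 801 and 502, araG 421 and 316, and araH 350 and 243. No other explanation was tested. Each of these genes was at least 2-fold higher than in PS2.0 by either value.

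EcolC_1643 had an FPKM of 1842 in AE1.0 and 7303 in PS2.0, a 3.96-fold increase (95% interval 3.85 to 4.09), while EcolC_1642, EcolC_1641 and EcolC_1640 were 10.0-fold, 40.8-fold and 23.5-fold lower in PS2.0. By the genotype the paper gives, PS2.0 lacks EcolC_1642*, and the fall of EcolC_1642 goes in that direction. These values were singled out after they were seen, and no explanation was tested.

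Among genes with at least 100 reads in a library, EcolC_3423 had the largest fall shared by AE2.0 and REV2.0, from 4952 reads in PS2.0 to 24 in AE2.0 and 12 in REV2.0, and it was also 281-fold lower in AE1.0 and 248-fold lower in REV1.0 than in PS1.0. The files do not pair its identifier with a name.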
